# Robust ParB Binding to Half-*parS* Sites in *Pseudomonas aeruginosa*—A Mechanism for Retaining ParB on the Nucleoid?

**DOI:** 10.3390/ijms241512517

**Published:** 2023-08-07

**Authors:** Adam Kawalek, Aneta Agnieszka Bartosik, Grazyna Jagura-Burdzy

**Keywords:** *Pseudomonas aeruginosa*, chromosome segregation, partitioning proteins, ParB distribution, half-*parS*s

## Abstract

Chromosome segregation in *Pseudomonas aeruginosa* is assisted by the tripartite ParAB–*parS* system, composed of an ATPase (ParA), a DNA-binding protein (ParB) and its target *parS* sequence(s). ParB forms a nucleoprotein complex around four *parS*s (*parS1–parS4*) that overlaps *oriC* and facilitates relocation of newly synthesized ori domains inside the cells by ParA. Remarkably, ParB of *P. aeruginosa* also binds to numerous heptanucleotides (half-*parS*s) scattered in the genome. Here, using chromatin immunoprecipitation-sequencing (ChIP-seq), we analyzed patterns of ParB genome occupancy in cells growing under conditions of coupling or uncoupling between replication and cell division processes. Interestingly, a dissipation of ParB–*parS* complexes and a shift of ParB to half-*parS*s were observed during the transition from the exponential to stationary phase of growth on rich medium, suggesting the role of half-*parS*s in retaining ParB on the nucleoid within non-dividing *P. aeruginosa* cells. The ChIP-seq analysis of strains expressing ParB variants unable to dislocate from *parS*s showed that the ParB spreading ability is not required for ParB binding to half-*parS*s. Finally, a *P. aeruginosa* strain with mutated 25 half-*parS*s of the highest affinity towards ParB was constructed and analyzed. It showed altered ParB coverage of the *oriC* region and moderate changes in gene expression. Overall, this study characterizes a novel aspect of conserved bacterial chromosome segregation machinery.

## 1. Introduction

The accurate distribution of genetic material between progeny cells is fundamental for the continuity of species. In Eukaryotes, the consecutive steps of this process are spatiotemporally separated, whereas in Prokaryotes they proceed in the same confined space and overlap in time, which ultimately requires mechanisms for coordination of the genome duplication and segregation with cell growth and division [1,2,3]. Recent studies revealed that genome organization and segregation in bacterial cells involve universal as well as species-specific mechanisms [2,4,5,6,7,8]. The majority of chromosomal and extrachromosomal DNA molecules in bacteria encode active partitioning systems, relying on three elements: two partner proteins, an NTPase (ParA) and a DNA binding protein (ParB), as well as palindromic centromere-like sequences, *parS*s, located in the chromosomes in the vicinity of the origin of replication—*oriC* [9]. ParB binds *parS*s and spreads on the DNA surrounding these sites to form large nucleoprotein complexes [10,11]. ParB molecules are capable of binding and hydrolyzing cytidine triphosphate (CTP), the processes that engage amino acid residues from the conserved arginine rich patch in the N-terminal part of the protein and drive switching between open and closed (ring-like, DNA-associated) conformations of ParB molecules [12,13,14,15,16]. The ParB–*parS* complexes are ultimately distributed to the dedicated cell compartments by the ParB cognate partner, ParA [1,17,18]. The Par proteins collaborate with various cell machinery, e.g., the replisome, DNA topology determinants, the divisome and polar hubs, to precisely coordinate the DNA segregation process with the cell cycle. Notably, the chromosome orientation and compaction can be significantly modified in response to the changing environmental conditions, e.g., starvation during sporulation in *Bacillus subtilis* or *Streptomyces*, suggesting flexibility of molecular mechanisms involved in the process [19,20,21,22,23,24].

In *Pseudomonas aeruginosa* (*Pae*), an opportunistic human pathogen, the chromosome choreography, spatial organization and segregation were investigated under various conditions [25,26,27]. The deletion of the *parA* or *parB* gene in *Pae* was not lethal; however, the growth rate, cell size, colony morphology, motility and number of anucleate cells produced during cell division were altered in the mutants in comparison to the parental strain [28,29]. *Pae* ParB was shown to bind with the highest affinity to four palindromic *parS*s (*parS1* to *parS4*) situated in the vicinity of *oriC*, and at least one of them was sufficient to support chromosome segregation [30,31]. Interestingly, in vitro and in vivo experiments showed ParB binding to at least five other *parS*-like sequences containing two nucleotide substitutions [27,30,32]. Moreover, a genome-wide analysis of ParB binding in *Pae* using chromatin immunoprecipitation and sequencing (ChIP-seq) indicated binding to heptanucleotide motifs corresponding to one arm of the *parS* motif (half-*parS* sites) [32]. In cells of the exponentially growing strain PAO1161 (WT), a few hundred half-*parS* sites were detected as ParB-enriched; however, this number increased to around a thousand when ParB amount was not limited (overproduction) or the *parS1–parS4* sites were inactivated. This observation strongly implies that the pattern of distribution of ParB protein in the genome might change under certain circumstances, e.g., the level of the available ParB molecules in the cells. The presence of multiple binding sites [32], global changes in the expression of genes observed in *Pae parB* deficient mutant [33] and ParB interactions with multiple partners [34] suggested the role of ParB extending beyond *oriC* region segregation.

Here, we investigated ParB–*parS*s and ParB–half-*parS* interactions in *Pae* cells growing with different division times. In fast-growing cells, the cell division and replication cycles are uncoupled [35]. The division time is shorter than needed for chromosome duplication, as cells begin another round of replication before the previous cell division has been completed. In contrast, in bacterial cells growing slowly, e.g., due to the environmental factors, the cell division is strictly coupled with the chromosome duplication [1]. Such coupling of both processes also occurs when fast-growing cells in a batch culture approach the stationary phase of growth [26,36]. Here, we systematically investigated the ParB binding pattern to the genome in the *Pae* WT strain and *parS1–4* mutant grown with varying cell division times: in rich medium (LB) or in mineral medium (M9 + glucose), at two temperatures (30 °C, 37 °C), at exponential and stationary stages of culture growth. Genomic distribution of three ParB variants, deficient in spreading, was also analyzed using ChIP-seq. Furthermore, we constructed a *Pae* mutant with 25 mutated half-*parS*s, around which the repeatedly highest ParB ChIP-seq peaks were formed in the WT strain, to investigate the relationship between ParB binding to these sites, ParB distribution on the genome and gene expression.

## 2. Results

### 2.1. Distribution of ParB on Genome in Cells from Exponential and Stationary Phases of Cultures under Conditions of Varying Cell Division Time

To assess the effect of growth conditions on distribution of ParB on the bacterial chromosome, we performed a set of ParB ChIP-seq experiments using cells of PAO1161 (WT) strain grown on rich medium (LB) as well as minimal M9 medium with glucose at two different temperatures (37 °C and 30 °C) from the exponential and stationary phases of culture growth (Figure 1A). The division time of exponentially growing culture on the rich medium was 33 ± 5 min at 37 °C and 44 ± 5 min at 30 °C, whereas it was extended to 97 ± 11 min at 37 °C and 163 ± 25 min at 30 °C, respectively, for cultures on minimal medium (Figure 1B). Additionally, PAO1161 *parS1*–*4* strain with inactive four *parS* sites was used to analyze the ParB distribution on the chromosome in the absence of ParB–*parS* complex [32]. The Western blot analysis did show the presence of ParB in the input samples used for ChIP-seq experiments, for all conditions tested (Figure S1). After the ChIP-seq procedure, reads were mapped to the PAO1161 reference genome [37], and peaks were called together for the two biological replicates, using the data obtained for Δ*parB* as a control.

The coverage of the genome with ChIP-seq reads and consequently the number of ParB peaks varied most significantly between the samples from the exponentially growing versus stationary cultures on the rich medium, with the coverage with reads and peak fold enrichment (FE) for the majority of peaks elevated in samples derived from stationary cultures (WT log 30 °C and WT log 37 °C, Figure 1C). No major differences in the number of peaks and their FE were observed between the cultures grown on the minimal medium (four inner tracks, Figure 1C). Similar analysis of data obtained for *parS1*–*4* strain showed that, in contrast to the WT strain, an increase in the number of ParB-enriched regions was observed for samples derived from the logarithmic phase of the growth at 37 °C on LB in comparison to the stationary phase of the same culture (Figure S2). Otherwise, the distribution of ParB peaks and their FE were not significantly affected by the tested growth conditions in this strain (discussed below).

Previous analyses of the region around *oriC*, harboring the *parS1*–*parS4* cluster, in ChIP-seq samples of the WT strain growing exponentially showed the presence of a broad (>30 kb) ParB-enriched region, being the hallmark of the ParB nucleoprotein complex formation by spreading around *parS*s [31,32]. Here, the presence of the ParB complex in the *oriC* region was also evident in the fast-dividing WT cells growing exponentially on rich medium (uncoupled replication and cell division), whereas enhanced coverage of regions around *parS*s was not observed in samples derived from stationary cultures, although in these samples ParB binding to the individual *parS*s was still observed (Figure 2A). Notably, when cells were grown in minimal medium under conditions of coupling between replication and cell division, the ParB–*parS* nucleoprotein complex was present in cells at both analyzed time points (Figure 2B), representing logarithmic and stationary phases of culture growth (as concluded by analysis of changes in the amount of colony-forming units per ml of culture, Figure 1B).

To track the ParB–*parS1*–*parS4* complex formation in *Pae* cells under different culturing conditions, we applied fluorescence microscopy using YFP–ParB fusion protein as described previously [34]. The *tac* promoter used here was shown to be leaky in *Pae* cells [38], and the plasmid used (a pBBR derivative) was shown to be extremely stable in *Pseudomonas* [39] (and our unpublished data); hence, no inducer or chloramphenicol were added to the cultures to match the culturing conditions with those used for ChIP-seq. The YFP–ParB foci presence was tracked in time in WT cultures grown in LB and M9 + glucose at 37 °C (Figure 2C–F). The number of detected ParB foci per cell changed drastically between exponential and stationary cultures grown on LB (Figure 2D). Cells growing exponentially had mostly two to four foci per cell; the majority of cells from the transition phase had only one focus per cell, whereas the YFP–ParB signal was mostly dispersed in the cells grown for 24 h (Figure 2D). Similar analysis of cells grown in M9 showed that YFP–ParB foci were present even after 48 h of culturing. Overall, the ChIP-seq and microscopy results indicate that ParB–*parS* complexes are present in *Pae* cells, even in the populations of non-dividing cells, and are only being disassembled in cells from the high-density cultures, at late stages of growth.

### 2.2. Growth Conditions Affect the Extent of ParB Binding to Half-parSs but Not the Individual Half-parS Preference

In addition to ParB binding to *parS*s, numerous ParB-enriched loci were observed in the ChIP-seq experiments (Figure 1C). The number of ParB ChIP-seq peaks in WT strain samples varied between 400 and 600 except for samples derived from the stationary cultures grown on rich medium, which showed around 1000 peaks (Figure 3A, Table S1). The number of ParB peaks in *parS1–4* mutant samples was around 1000 for all growth conditions/phases of growth, with the exception of the samples derived from cells grown at 37 °C in rich medium in the logarithmic phase of growth in which more ParB occupied sites were identified (Figure 3A). Comparison of occupancy maps (i.e., comparison of genome positions identified as peak ranges along with peak caller scores) showed a high correlation for all the analyzed peak sets (Figure 3B). The discriminating factor, grouping the samples, was the peak number, which indicates that the same sites were detected as ParB-enriched in the majority of ChIP-seq samples. The analysis of detected ParB ChIP-seq peak sequences showed that, for all samples, more than 80% of peaks had summits in proximity of GTTCCAC or GTTTCAC half-*parS* motifs (Figure 3C), sequences identified previously as the heptanucleotide variants most preferentially bound by ParB [32]. This percentage was even higher among peaks with fold enrichment >3, confirming that these half-*parS* motifs are the main variants bound by ParB in *Pae* irrespective of the culturing conditions.

To analyze the distribution of ParB between genome regions with *parS*s and those with half-*parS*s sites, the number of ChIP-seq reads mapping to these regions was counted (Figure 3D). The region spanning −10 kb to 30 kb from the starting position of the assembled genome was designated as the ParB spreading zone in this analysis, as the majority of ParB was gathered in this region (Figure 2A,B and [31,32]). Since the half-*parS* sites containing regions ±300 bp spanned approx. 11% of the genome, the theoretical background was subtracted from all read counts, to only consider the ‘true’ ParB ChIP-seq signal. In samples derived from WT fast-growing cells in LB at 37 °C, about 35% of ChIP-seq reads mapped to the ParB spreading zone with roughly 8% of it covering 2.4 kb of the genome around *parS1* to *parS4* sites (Figure 3D). About 9% of the reads mapped to half-*parS*s. In the cells from corresponding cultures at the stationary phase of growth, the amount of ParB recovered from the spreading zone dropped to 5.8% with 2% bound to the individual *parS1* to *parS4* sites, and the amount bound to half-*parS*s doubled to 18% (Figure 3D). Identical change of ParB distribution was observed in cells grown in LB at 30 °C, whereas no changes in the ParB distribution in the various phases of culture growth were observed in WT slow-growing cells in the mineral medium. These data suggest that ParB not involved in the formation of ParB–*parS* complex may be redistributed to half-*parS* sites. In the samples derived from mutant cells deprived of the *parS1–parS4* sites, around 20% of ParB ChIP-seq reads mapped to half-*parS*s under all growth conditions (Figure 3D). When a similar analysis was conducted for unrelated DNA binding proteins with multiple binding sites in the genome, *Pae* PA2121 (a LysR type transcriptional regulator, 765 peaks [40]) and PA3458 (a MarR transcriptional regulator, 1183 peaks [41]) the percentage of reads mapping to the ChIP-seq peaks was 22% and 43%, respectively, indicating that the values obtained for ParB resemble those obtained for regulators with multiple binding sites in the genome.

The comparison of the coverage with reads around the half-*parS* GTTCCAC motifs in the genome showed limited preference for individual half-*parS* motif binding as motifs showing high coverage in one sample were also among the motifs with relatively high coverage in other samples (Figure 3E). As expected, the analysis demonstrated higher median coverage signal in samples derived from stationary cultures of the WT strain grown in rich medium in comparison to samples derived from fast-dividing cells (Figure 3E). To quantitatively assess the extent of ParB coverage enhancement of individual motifs in various samples obtained for cells grown on LB, the ChIP-seq coverage signal for individual motifs was extracted and normalized, and the principal coverage patterns in ChIP-seq samples for individual motifs were identified by k-means clustering (Figure 4A). 

Variation was observed dominantly in samples derived from logarithmic phase of growth. Cluster 3 contained motifs mapping to the region of the genome in the vicinity of *parS*s (Figure 4B), in which impaired ParB spreading in samples from the stationary phase of growth of the WT strain and samples of *parS1*–*4* mutant was observed (Figure 2A). For remaining clusters 1, 2 and 4, coverage was elevated in the WT samples derived from the stationary phase of growth, confirming change in the ParB distribution. For cluster 2, normalized coverage was elevated in samples of *parS1*–*4* from the logarithmic phase of growth (Figure 4B, see inset for an example). Motifs from this cluster were located in the one third of the genome around *oriC* (Figure 4B), which might suggest their role in the actively dividing cells of the mutant deprived of *parS1* to *parS4* sites to increase the local ParB concentration in this region; however, the possibility that this observed increase is a consequence of uneven *ori*/*ter* ratio relative to remaining samples could not be ruled out. The analysis of the relationship between half-*parS* coverage with ParB ChIP-seq reads and genome region GC content, motif localization on particular genome strand, and the extent of transcription in the region harboring the motif or gene expression changes as the cells were entering stationary phase did not reveal relations with the extent of individual motif coverage (Figure S3A–D); hence, the factors dictating the degree of ParB recruitment to individual half-*parS*s are currently unknown. Overall, these data indicate that the general extent of ParB binding to half-*parS*s could be affected by the environmental conditions, but the preference for binding to individual half-*parS* is not altered under the conditions tested.

### 2.3. Mutations in the Conserved Arginine Patch and C-Terminal Dimerization Domain of Pae ParB Impair Its Spreading Ability but Not Binding to Half-parSs

The presence of narrow ChIP-peaks at *parS1–parS4* in WT cells in the samples from the stationary phase culture suggested diminishing ability of ParB to spread under these conditions. A previous study indicated that R94C or A97T substitution or removal of seven C-terminal amino acids (ParB 1-283) yields ParB variants unable to spread and silence test genes with the *parS* sequence placed upstream of their promoters [42]. The ParB R94 and A97 amino acids are located in the conserved GxxRxxA motif of helix 3, which was recently demonstrated to form a CTP-binding pocket in ParB homologues [12,13]. The *Pae* ParB R94C and A97T variants were defective in the polymerization in vitro (glutaraldehyde cross-linking) but still dimerized and bound *parS* efficiently in the EMSA assays [42]. The truncated ParB 1-283 variant was monomeric and highly impaired in DNA binding, at least in the EMSA assays [43]. Cultures of PAO1161 mutants expressing these variants contained a similar number of the anucleate cells as *parB* deficient strain, and the diffused ParB signal was observed in the immunofluorescence assays [42,43]. To analyze the interactions of these ParB variants with the genome, we performed ParB ChIP-seq experiments for cells grown exponentially in LB at 37 °C. The ParB R94C and ParB A97T bound efficiently to *parS1* to *parS4* sequences, but, in contrast to the WT ParB in the parental strain, the peaks formed in the mutants were narrow, confirming defective spreading (Figure 5A and Figure S4A). The dimerization-impaired truncated ParB 1-283 was able to bind specifically to DNA; however, the enrichment at *parS1* to *parS4* was around 10-fold lower than for WT ParB. For all three mutants, additional ParB bound regions were still present (Figure 5B). The vast majority of these ChIP-seq peaks contained half-*parS* motifs in proximity to the peak summits (Figure 5C), and analysis of the median read coverage around the half-*parS* motifs (GTTCCAC and GTTTCAC) confirmed the ParB binding to these two sequences (Figure 5D). These data indicate that ParB binding to half-*parS*s is not disturbed by R94C and A97T substitutions in ParB (likely impairing CTP binding/metabolism) but is also not determined by the ability of ParB to form dimers.

### 2.4. Effect of Half-parSs Removal on ParB Genome Distribution and Gene Expression

The previous [31,32] and presented here ParB ChIP-seq analyses (Figure 1C and Figure 5B) indicated the existence of a set of genome regions, centered around half-*parS*s, reproducibly showing high fold enrichments. To assess the role of ParB binding to these particular sites, we have constructed the PAO1161 half-*parS*_25_ strain harboring nucleotide changes in 23 GTTCCAC and 2 GTTTCAC motifs, in a total of 18 loci, in the vicinity of the summits of ParB ChIP-seq peaks showing the highest FE (Figure 6A, inner ring, and Table S2).

Whole genome sequencing confirmed the introduction of mutations in the selected half-*parS*s; however, detailed analysis also indicated four nonsynonymous mutations (Table S2). The growth rate of the half-*parS*_25_ strain was not altered (Figure S5A), and the cultures of this strain did not exhibit elevated content of anucleate cells (Figure S5B). The ParB ChIP-seq analysis of half-*parS*_25_ strain showed that the introduced mutations abolished ParB binding in the 18 regions (Figure 6A), confirming that indeed half-*parS*s present in these regions are targets for ParB. The majority of ChIP-seq peaks were identified in the same genome regions in half-*parS*_25_ strain as in the WT (Figure 6B), and the differentiating peaks observed outside the mutated regions were mostly showing low FE (Figure 6A,B). Notably, analysis of the coverage with ChIP-seq reads of the genome region around *parS*s showed minor, but statistically significant enrichment of ParB in the region 10 kb downstream of *parS4* and 5 kb upstream of *parS1*, with the lower occupancy of the region between *parS2* and *parS3* (Figure S4B,C). This suggests that mutations in the selected, distantly located half-*parS*s may influence ParB interactions with the *parS1*–*parS4* region. 

The effects of changes introduced in the pattern of ParB binding to the genome of half-*parS*_25_ mutant on the transcriptome were analyzed by RNA-seq (Table S3)

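RNA was sequenced from the PAO1161 strain (WT) and from half-*parS*_25_, grown in LB at 37 °C, in 2 separate experiments (Exp1 and Exp2) with 3 replicates of each strain, which gave 12 libraries. The cultures were harvested at an optical density of 0.4 to 0.5 according to the paper and of 0.4 to 0.6 according to the sample descriptions. In Exp1, the libraries held 14573411, 5664628 and 11224195 counts for WT and 6865885, 8518989 and 9029891 counts for half-*parS*_25_. In Exp2, the totals were 11486200, 11417775 and 15406556 counts for WT and 10140581, 7156821 and 9240433 counts for half-*parS*_25_. The authors depleted rRNA, prepared stranded libraries, filtered the reads with fastp, mapped them to the PAO1161 genome with Bowtie2 and counted reads per gene with featureCounts. The paper's text does not give the strand setting of the counting, so it is not known whether reads of genes that overlap on opposite strands were kept apart. The raw counts per gene were analysed here with edgeR. Genes with low counts were removed with filterByExpr, libraries were scaled with TMM, and half-*parS*_25_ was compared with WT in each experiment with the quasi-likelihood test. Genes were considered differentially expressed at an adjusted p (Benjamini-Hochberg) below 0.05 and a fold change over 1.5 in either direction, the paper's thresholds. A combined fit of all 12 libraries took the experiment as a covariate, and a further fit tested whether the difference between the strains depended on the experiment. Levels are given as edgeR's CPM values, counts scaled to the TMM-adjusted depth of the library, as mean ± SD (n = 3 replicates), and log2 fold changes are half-*parS*_25_ relative to WT.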

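Genes with higher expression in half-*parS*_25_ than in WT in both experiments included the adjacent genes *PA1202* to *PA1205*, *PA2026*, *PA1746*, *PA0164* and *bfrB* (*PA3531*). *PA1202*, which encodes a putative hydrolase, rose from 83.8 ± 17.8 to 814 ± 154 CPM in Exp1 and from 102 ± 38.6 to 458 ± 132 CPM in Exp2. Its log2 fold changes were 3.28 (standard error 0.18, adjusted p = 6.55e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 2.16 (standard error 0.28, adjusted p = 0.00643 from the same test). *PA1203*, encoding an OsmC family peroxiredoxin, had log2 fold changes of 2.10 (standard error 0.11, adjusted p = 6.55e-06) and 1.69 (standard error 0.18, adjusted p = 0.00406 from the same test), and *PA1204*, encoding an NADPH-dependent oxidoreductase, had 1.61 (standard error 0.12, adjusted p = 8.21e-05) and 1.18 (standard error 0.14, adjusted p = 0.00518 from the same test). *PA2026*, annotated as a bile acid:sodium symporter, rose by 1.50 and 2.93 on the log2 scale, and *PA1746*, annotated as an Appr-1-p processing protein, by 1.79 and 2.00. The bacterioferritin gene *bfrB*, whose product stores iron, rose by 0.74 and 1.23. In all, 106 of 5836 genes tested in Exp1 (90 up and 16 down) and 166 of 5905 genes tested in Exp2 (99 up and 67 down) were differentially expressed. Both experiments called 30 genes, against 3.00 expected from independent lists of these sizes over the 5827 genes tested in both (Fisher's exact test, p = 9.49e-23, with genes taken as independent). By direction, the rises shared 28 genes against 1.51 expected (p = 2.31e-29), while the falls shared 1 against 0.184 expected (p = 0.169, Fisher's exact tests), so an overlap beyond chance holds for the rises and was not found for the falls. In each of the 30 genes, the 3 half-*parS*_25_ libraries did not overlap the 3 WT libraries in either experiment, a separation that chance gives 10% of genes in 1 experiment and that is no separate evidence in genes chosen for a difference between these groups. Without 1 WT replicate of Exp2 the shared set held 19 (replicate 1), 8 (replicate 2) or 13 (replicate 3) genes, and *PA1202* missed the threshold in Exp2 without WT replicate 2 (adjusted p = 0.0505 from the quasi-likelihood test), as did *PA0164* (adjusted p = 0.0554). In Exp2, *bfrB* was not called without WT replicate 1 (adjusted p = 0.0517), 2 (adjusted p = 0.0815) or 3 (adjusted p = 0.0634), nor *PA1746* without WT replicate 2 (adjusted p = 0.107) or 3 (adjusted p = 0.0517) or half-*parS*_25_ replicate 2 (adjusted p = 0.0523) or 3 (adjusted p = 0.0762, all from edgeR). In Exp1, *PA2026* was not called without half-*parS*_25_ replicate 2 (adjusted p = 0.068) or 3 (adjusted p = 0.0751, edgeR).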

Two independent analyses indicated a set of 67 genes differentially expressed in half-*parS*_25_ mutant, relative to the parental strain (Figure 6C, Table S3). For these genes, the observed trend of gene expression changes was the same in both RNA-seq analyses, except *PA3234*, and minor variation was observed between individual replicates (Figure S6). 

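Of the 30 shared genes, 28 were higher in half-*parS*_25_ in both experiments, *PA3327* was lower in both, and *PA3234* was higher in Exp1 and lower in Exp2. *PA3234*, which encodes a cation acetate symporter, went from 65.8 ± 11.7 to 116 ± 28.8 CPM in Exp1 and from 109 ± 2.24 to 67 ± 4.12 CPM in Exp2. Its log2 fold changes were 0.84 (standard error 0.18, adjusted p = 0.0289 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.70 (standard error 0.10, adjusted p = 0.00889 from the same test), and they differed between the experiments by -1.53 (adjusted p = 0.0021 from edgeR's test of the interaction). *PA3327*, a non-ribosomal peptide synthetase gene, fell from 200.4 ± 32.4 to 118 ± 8.25 CPM in Exp1 and from 79.1 ± 11.5 to 48.4 ± 5.62 CPM in Exp2, with log2 fold changes of -0.76 (standard error 0.11, adjusted p = 0.00559 from the same test) and -0.71 (standard error 0.15, adjusted p = 0.0337 from the same test). Among the genes that were higher in both, the rise of *PA0164*, encoding a gamma-glutamyltransferase family protein, was 0.85 in Exp1 and 2.35 in Exp2 (interaction 1.50, adjusted p = 0.0383 from edgeR), and that of the oxidoreductase gene *PA1137* was 0.76 and 2.92 (interaction 2.15, adjusted p = 0.0408 from edgeR). Across all 5827 genes tested in both experiments, the log2 fold changes had a Pearson r of 0.129 and a Spearman rho of -0.00678, and 49.3% of the genes had the same sign, with genes that are not independent replicates. Over the 241 genes called in either experiment, r was 0.329 and 51.0% had the same sign, and over the 5586 genes called in neither, r was -0.0103. On the first principal component of the 12 libraries, which held 47.9% of the variance, the group means were -15.0 (SD 2.82) for Exp1 WT, -16.0 (SD 3.21) for Exp1 half-*parS*_25_, 7.41 (SD 2.61) for Exp2 WT and 23.6 (SD 9.11) for Exp2 half-*parS*_25_, whose replicate 2 lay at 33.8. Without that replicate the number of shared genes was 30, of which 27 were among the 30 above. *PA3234* was not called in Exp1 without WT replicate 1 (adjusted p = 0.0816), WT replicate 3 (adjusted p = 0.0595), half-*parS*_25_ replicate 2 (adjusted p = 0.118) or half-*parS*_25_ replicate 3 (adjusted p = 0.0918), nor in Exp2 without WT replicate 2 (adjusted p = 0.0728, all from the quasi-likelihood test). *PA3327* was not called in Exp2 without WT replicate 1 or 2 or half-*parS*_25_ replicate 1 or 3, with adjusted p from 0.0674 to 0.149 (edgeR). *PA1137* was not called in Exp1 without WT replicate 1 or 2 or half-*parS*_25_ replicate 2 or 3, with adjusted p from 0.0639 to 0.127, nor in Exp2 without WT replicate 2 or 3 (adjusted p = 0.0667 and 0.0667, edgeR).

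**Figure D1:**
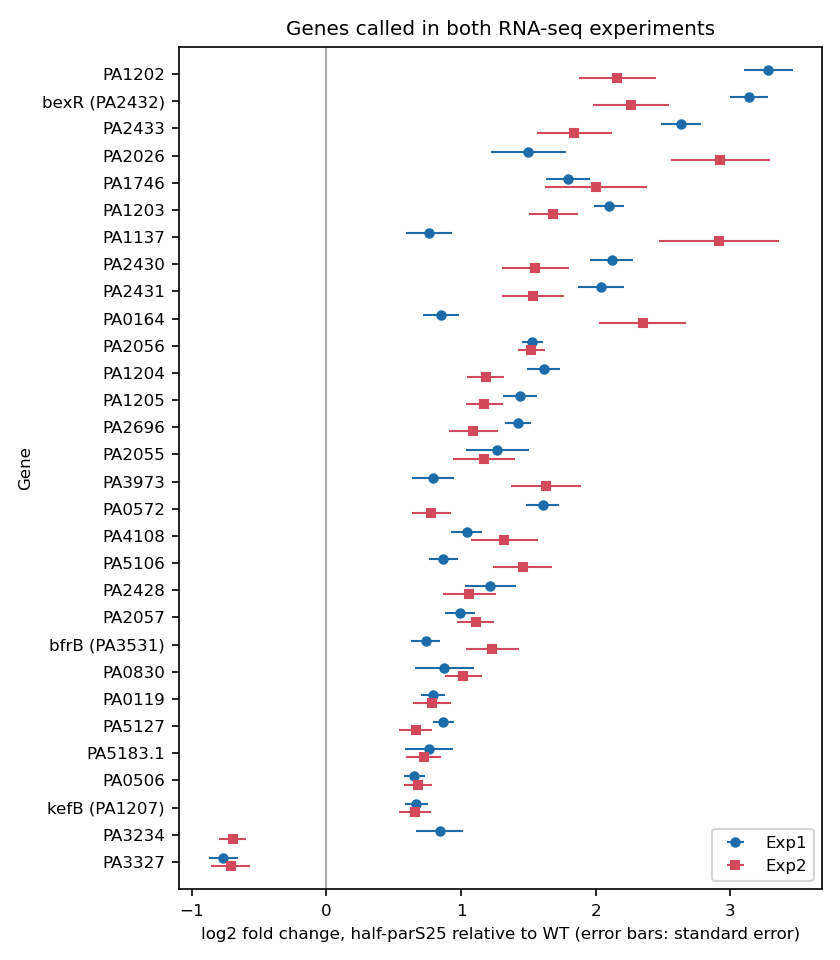
Log2 fold change of each of the 30 genes called in both experiments, half-*parS*_25_ relative to WT, in Exp1 and Exp2 (points, with standard errors as bars, 3 replicates per strain and experiment). *PA3234* is the only one whose points lie on opposite sides of 0, and *PA3327* the only one with both points below 0.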

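The 25 modified motifs of half-*parS*_25_, 23 GTTCCAC and 2 GTTTCAC, lie in or next to 20 genes, and 3 of these genes were differentially expressed between the strains in Exp1, in Exp2 or in the combined fit. *PA0130*, which encodes a methylmalonate-semialdehyde dehydrogenase and carries a modified GTTCCAC at 148488 to 148494 of the PAO1161 genome, rose from 247 ± 19.6 to 413 ± 39.6 CPM in Exp1 (log2 fold change 0.74, standard error 0.09, adjusted p = 0.0019 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In Exp2 its level was 230.4 ± 8.13 CPM in WT and 195 ± 47.5 CPM in half-*parS*_25_ (log2 fold change -0.24, standard error 0.17, adjusted p = 0.474 from the same test). The paper's supplement also lists a deletion in *PA0130* close to this motif. *PA5127* was called in Exp1, in Exp2 and in the combined fit, and *PA4900* in the combined fit alone. The other 17 genes were called in none of these 3 comparisons of the strains, with log2 fold changes from -0.30 to 0.22 in Exp1 and from -0.75 to 0.57 in Exp2. Among them, *PA0129* (*gabP*), a GABA permease gene with a pair of modified motifs in its promoter region, had log2 fold changes of 0.22 (adjusted p = 0.342) in Exp1 and -0.75 (adjusted p = 0.0526, both from edgeR's quasi-likelihood test) in Exp2. Its Exp2 value depends on the setting and was called in 9 of 20 alternatives, 3 of these 9 chosen after the data had been seen, with adjusted p from 0.00195 to 0.0449 (edgeR, DESeq2 and the authors' p-values). The pilus gene *fimU* (*PA4550*) and *wbpW* (*PA5452*), an enzyme gene of polysaccharide synthesis, were below the fold limit in Exp2, at -0.52 (standard error 0.09, adjusted p = 0.0225 from the same test) and -0.48 (standard error 0.10, adjusted p = 0.035 from the same test). *PA5127*, the 1 gene called in both experiments, was not called in Exp2 without any 1 of the 3 WT replicates of Exp2 or without half-*parS*_25_ replicate 1 or 3 of Exp2.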

An inspection of the gene expression changes in regions adjacent to mutated half-*parS*s showed altered expression of only two genes (Table S3). 

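*PA5127*, which encodes the tRNA methyltransferase TrmL, was higher in half-*parS*_25_, and *PA4900*, which encodes an MFS transporter, was at a lower mean level in half-*parS*_25_ in both experiments. *PA5127* lies at 5895500 to 5895961 on the plus strand, and the modified GTTCCAC lies inside it at 5895502 to 5895508, by its first codons. Its level rose from 55.1 ± 2.67 to 101 ± 6.24 CPM in Exp1 (log2 fold change 0.87, standard error 0.08, adjusted p = 0.000192 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and from 62.3 ± 2.75 to 98.6 ± 12.8 CPM in Exp2 (0.66, standard error 0.12, adjusted p = 0.0228 from the same test). In the combined fit its log2 fold change was 0.77 (adjusted p = 3.83e-05 from edgeR). *PA4900* lies at 5616724 to 5618064 on the minus strand, and the modified GTTCCAC lies upstream of it at 5618143 to 5618149. It had few counts, at 6.56 ± 1.34 CPM in WT and 4.05 ± 0.647 CPM in half-*parS*_25_ in Exp1, and 8.15 ± 0.962 and 5.36 ± 0.495 CPM in Exp2. Its log2 fold changes, -0.65 (standard error 0.21, adjusted p = 0.099 from the same test) and -0.62 (standard error 0.17, adjusted p = 0.0848 from the same test), did not pass the threshold in either experiment alone, while the combined fit gave -0.63 (adjusted p = 0.0161 from edgeR). *mdlC* (*PA4901*), on the other side of the same motif, had log2 fold changes of 0.08 (adjusted p = 0.832) and -0.15 (adjusted p = 0.708, edgeR). The call of *PA5127* in Exp2 was lost without WT replicate 1 (adjusted p = 0.0755), 2 (adjusted p = 0.132) or 3 (adjusted p = 0.101), without half-*parS*_25_ replicate 3 (adjusted p = 0.0762, all from edgeR), and without half-*parS*_25_ replicate 1, where the log2 fold change of 0.58 was below the fold limit. Tested against a fold change of 1.5 with glmTreat instead of against 0, it passed in neither experiment.

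**Figure D2:**
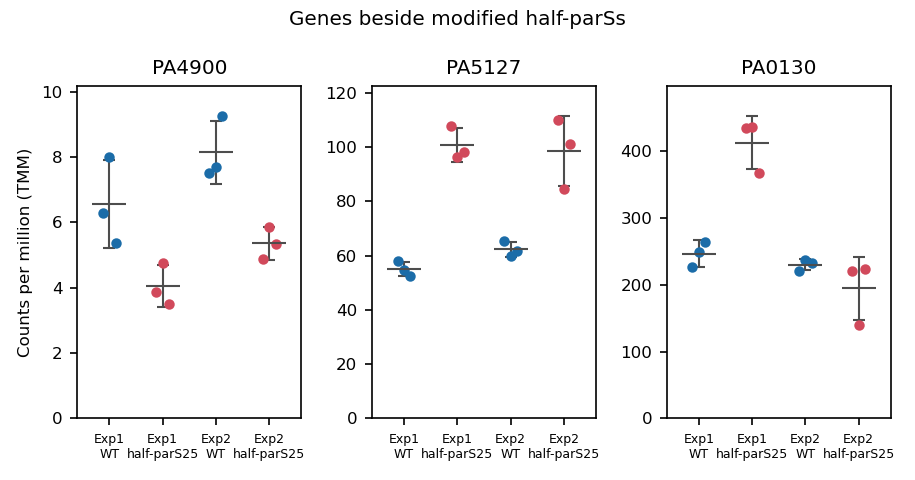
CPM of *PA4900*, *PA5127* and *PA0130* in each library of Exp1 and Exp2 (points), with the mean of 3 replicates (bar) and the SD (whisker) for WT and half-*parS*_25_. The half-*parS*_25_ libraries lie above the WT libraries for *PA5127* in both experiments, and *PA4900* stays below 10 CPM in every library.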

Altering the GTTCCAC sequence in the region preceding *PA4900* reduced the expression of this gene, and modification of the same sequence in the *PA5127* resulted in its elevated expression. 

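The 53 tested genes within 1000 bp of the 23 mutated GTTCCAC motifs had a median log2 fold change of -0.02 in Exp1 and -0.02 in Exp2. All other tested genes had medians of -0.01 (5699 genes) and 0.01 (5711 genes). The difference was -0.0156 in Exp1 (two-sided permutation test with 100000 permutations of the gene labels, p = 0.655) and -0.0301 in Exp2 (p = 0.464). The interquartile range of the genes near a motif was -0.17 to 0.14 in Exp1 and -0.29 to 0.15 in Exp2. In Exp1, 4 of the 53 genes were called, all higher in half-*parS*_25_, which is 7.55% against 1.76% of the other genes (Fisher's exact test, p = 0.0152, with genes taken as independent although 3 of the 4 are adjacent at 1 locus). They were *PA5127* and the neighbours *PA0130*, *PA0131* and *PA0132*, of which *PA0131* and *PA0132* act in beta-alanine degradation and had log2 fold changes of 0.74 (adjusted p = 0.0368) and 1.15 (adjusted p = 0.0034, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In Exp2, *PA5127* was the gene called near a motif, 1.89% against 2.82% of the others (Fisher's exact test, p = 1). No genome sequence was at hand, so the comparison was with all other genes, not with genes around intact motifs, and it used counts per gene, not reads within 1000 bp of a motif. With a window of 300 bp the difference in Exp2 was -0.121 (p = 0.0454), without half-*parS*_25_ replicate 3 of Exp2 it was -0.119 (p = 0.0111), and without WT replicate 2 of Exp2 it was 0.000268, of the opposite sign (permutation tests).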

A global analysis of the transcription around mutated GTTCCAC motifs in comparison with remaining intact motifs did not reveal significant differences, suggesting no dominant effect of ParB binding to half-*parS*s on the local transcription (Figure 6D). 

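In the combined fit of the 12 libraries, 82 of 5921 genes were differentially expressed, 74 with higher and 8 with lower expression in half-*parS*_25_. Of the genes lower in half-*parS*_25_, 6 belong to the non-ribosomal peptide cluster *PA3326* to *PA3335*. The calls of Exp1 were higher in half-*parS*_25_ in 84.9% of cases and those of Exp2 in 59.6%. The 29 genes called in both experiments in the same direction fell into 26 operons or single genes and into 19 groups of genes within 5 gene positions of each other. Their median distance to the nearest modified motif was 70945 bp, against 124579.5 bp for the genes tested. A one-sided permutation test gave p = 0.0493 with genes drawn singly, and circular shifts that keep neighbouring genes together gave p = 0.130. A nearer position is therefore not established. Within 10000 bp of a modified motif lay 4 of the 29 genes: *PA5127*, *PA0119*, *PA0572* and *PA4108*. The share of all tested genes this near was not counted. *PA0119*, encoding a C4-dicarboxylate transporter, lies at a distance of 7304 bp and had log2 fold changes of 0.79 (standard error 0.09, adjusted p = 0.00129 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.79 (standard error 0.14, adjusted p = 0.0218 from the same test). *PA0572*, of unknown function, lies at 4142 bp and had 1.61 (standard error 0.12, adjusted p = 8.59e-05 from the same test) and 0.78 (standard error 0.14, adjusted p = 0.0239 from the same test). *PA4108*, which encodes an HD-GYP domain protein, lies at 4507 bp and had 1.04 (standard error 0.11, adjusted p = 0.00112 from the same test) and 1.32 (standard error 0.25, adjusted p = 0.0239 from the same test). Other shared genes lay far from any modified motif, among them *bexR* at 1109887 bp, *PA2056* at 882344 bp and *PA2026* at 850748 bp.

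**Figure D3:**
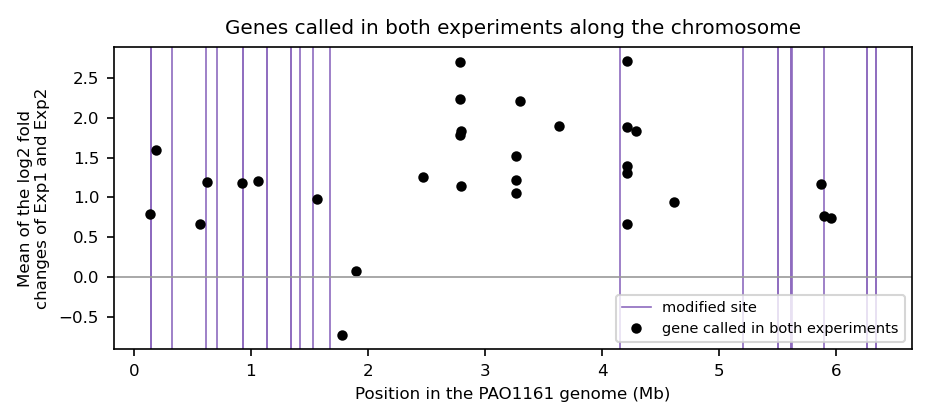
Position along the PAO1161 genome and mean of the log2 fold changes of Exp1 and Exp2 for each of the 30 genes called in both experiments (points). The modified sites are vertical lines. The shared genes are spread along the chromosome, but none lies between *PA0830* (ending at 4610641) and *PA5106* (starting at 5868867). Within 10000 bp of a line lie 4 of them.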

The majority of genes identified as differentially expressed in half-*parS*_25_ mutant in comparison to the parental strain were upregulated and located at the distance from the introduced genome modifications (Table S3, Figure 6A). 

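The gene of the LysR family regulator BexR (*PA2432*, at 2786358 to 2787272 on the minus strand) was among the genes with the largest rise. It went from 38.9 ± 5.94 to 343 ± 57.4 CPM in Exp1 and from 55.1 ± 23.7 to 264 ± 52.1 CPM in Exp2. The log2 fold changes were 3.14 (standard error 0.14, adjusted p = 4.08e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 2.26 (standard error 0.28, adjusted p = 0.00555 from the same test), and no alternative setting and no left-out library ended either call. In the combined fit *bexR* had a log2 fold change of 2.70 (adjusted p = 6.12e-06 from edgeR), and its rise did not pass the test of a difference between the experiments (interaction -0.88, adjusted p = 0.165). Of the 9 tested genes from *PA2427* to *PA2437*, 5 rose in both experiments: *bexR*, *PA2433*, *PA2431*, *PA2430* and *PA2428*. *PA2433*, of unknown function, had log2 fold changes of 2.64 (standard error 0.15, adjusted p = 6.55e-06 from the same test) and 1.84 (standard error 0.28, adjusted p = 0.0113 from the same test). *PA2431*, encoding a FUSC family protein, had 2.04 (standard error 0.17, adjusted p = 0.000166 from the same test) and 1.53 (standard error 0.23, adjusted p = 0.0108 from the same test), and *PA2430*, encoding an HlyD family secretion protein, had 2.12 (standard error 0.16, adjusted p = 8.21e-05 from the same test) and 1.55 (standard error 0.25, adjusted p = 0.0142 from the same test). The polyphosphate kinase gene *PA2428* rose by 1.22 and 1.06. *PA2434*, on the other side of *PA2433*, had log2 fold changes of -0.03 and 0.03 and was not called, nor were *PA2435* to *PA2437*. Over this list the median combined log2 fold change was 1.15 (camera, adjusted p over 25 lists = 5.26e-18, and 0.004 with an estimated correlation), and the 5 genes also passed when adjusted over the list alone. The list was chosen after the directions that the paper's Fig. 6A gives for genes of this region had been seen, so it is not independent evidence of the direction. In Exp2 *PA2433*, *PA2431* and *PA2430* were not called without WT replicate 2 (adjusted p = 0.0783, 0.0757 and 0.0923) or WT replicate 3 (adjusted p = 0.0571, 0.0587 and 0.078, edgeR), and *PA2428* was not called there without any 1 of the WT replicates or half-*parS*_25_ replicate 1 or 3.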

Of the 67 genes, 17 were classified as dependent on the bistable regulator BexR (PA2432), based on the comparison with its previously described regulon [44,45]. 

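The genes of the ParAB–*parS* system itself did not pass the thresholds in half-*parS*_25_. *parB* (*PA5562*) had log2 fold changes of -0.09 (standard error 0.07, adjusted p = 0.474 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in Exp1 and 0.40 (standard error 0.10, adjusted p = 0.0783 from the same test) in Exp2, and *parA* (*PA5563*), the adjacent gene of the same operon, had -0.20 (standard error 0.11, adjusted p = 0.337 from the same test) and 0.38 (standard error 0.13, adjusted p = 0.137 from the same test). For *parB* the strain differences of the experiments differed (adjusted p = 0.0399 from edgeR's test of the interaction). *gidA* (*PA5565*), in front of them, had -0.18 (standard error 0.08, adjusted p = 0.214 from the same test) and 0.47 (standard error 0.11, adjusted p = 0.0499 from the same test), below the fold limit in both. *gidB* (*PA5564*), encoding a 16S rRNA methyltransferase, had -0.19 (standard error 0.09, adjusted p = 0.205 from the same test) in Exp1 and rose by 0.80 in Exp2 (adjusted p = 0.014), and the strain differences of the experiments differed (interaction adjusted p = 0.00441 from edgeR). *gidB*, *gidA*, *parA* and *parB* were named here after their values were seen. Of the 22 listed genes of partition, replication and chromosome topology, with *dnaA*, *gyrB*, condensin and *min* genes among others, none was called in the combined fit and 1 in Exp2, also when adjusted over the list alone. Their median log2 fold change was 0.05 in the combined fit (camera, adjusted p over 25 lists = 0.699), -0.03 in Exp1 (adjusted p = 0.387) and 0.04 in Exp2 (adjusted p = 0.25).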

The *bexR* and several genes identified here were previously identified as differentially expressed in response to a mild ParB overproduction in *Pae* [46], suggesting a response of this regulator to alterations in ParAB–*parS* system functioning. 

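Several regulator genes were higher in half-*parS*_25_ than in WT. The TetR family gene *PA3973* rose from 23 ± 2.18 to 40.1 ± 9.29 CPM in Exp1 and from 30.1 ± 3.94 to 93.3 ± 35.3 CPM in Exp2, with log2 fold changes of 0.79 (standard error 0.15, adjusted p = 0.0226 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.63 (standard error 0.26, adjusted p = 0.014 from the same test). The MarR family gene *PA3458* rose from 41.9 ± 0.491 to 66.5 ± 7.41 CPM in Exp1 (0.67, standard error 0.09, adjusted p = 0.0046 from the same test). In Exp2 it was at 70 ± 28.2 CPM in WT and 119 ± 32.8 CPM in half-*parS*_25_ (0.76, standard error 0.29, adjusted p = 0.193 from the same test). *PA1196*, which encodes the sigma-54-dependent regulator DdaR, rose from 53.1 ± 8.38 to 90.5 ± 6.99 CPM in Exp1 (0.76, standard error 0.11, adjusted p = 0.0062 from the same test) and was at 110.3 ± 49.8 and 217 ± 61.3 CPM in Exp2 (0.97, standard error 0.34, adjusted p = 0.164 from the same test). In the combined fit these genes had log2 fold changes of 1.24, 0.72 and 0.88 (adjusted p = 0.00499, 0.0357 and 0.0353, edgeR). Of the genes called in both experiments, 5 have a product named as a regulator: *bexR*, *PA3973*, *PA2056*, the AraC family gene *PA2696* and *PA5183.1*, annotated as a carbon storage regulator. *PA2696* rose by 1.43 (adjusted p = 3.98e-05) and 1.09 (adjusted p = 0.0165), and *PA5183.1* by 0.76 (adjusted p = 0.0393) and 0.72 (adjusted p = 0.0218, all from the same test). *PA3973* was not called in Exp1 without WT replicate 1 (adjusted p = 0.0787) nor in Exp2 without WT replicate 1 (adjusted p = 0.0502), 2 (adjusted p = 0.0728) or 3 (adjusted p = 0.0697), and *PA2696* was not called in Exp2 without any 1 of these WT replicates (adjusted p = 0.0521, 0.0948 and 0.0571). *PA3458* was below the fold limit in Exp1 without half-*parS*_25_ replicate 3 (log2 fold change 0.58), and *PA5183.1* was not called in Exp1 without any 1 of its libraries except WT replicate 3, with adjusted p up to 0.0995, nor in Exp2 without WT replicate 1 (adjusted p = 0.0517) or 2 (adjusted p = 0.101) or half-*parS*_25_ replicate 3 (adjusted p = 0.0685, edgeR).

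**Figure D4:**
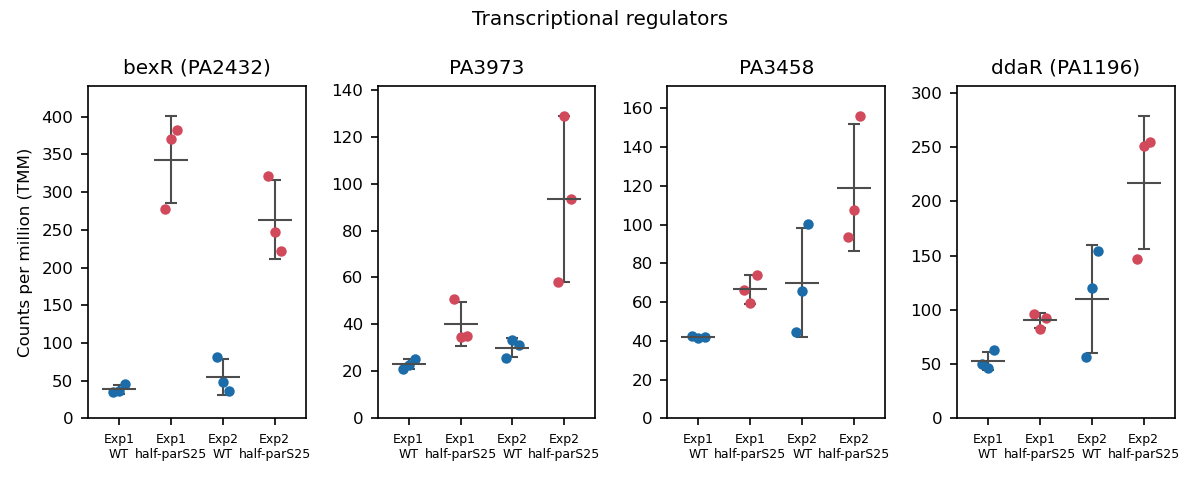
CPM of *bexR*, *PA3973*, *PA3458* and *PA1196* in each library of Exp1 and Exp2 (points), with the mean of 3 replicates (bar) and the SD (whisker) for WT and half-*parS*_25_. The groups of *bexR* do not overlap in either experiment, and the WT values of *PA3458* and *PA1196* spread more in Exp2 than in Exp1.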

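*PA2056*, a LysR family regulator gene at 3265118 to 3266020 on the minus strand that carries a nonsynonymous change in half-*parS*_25_ according to the paper's supplement, rose by nearly the same amount in both experiments. Its level went from 38.7 ± 1.09 to 111 ± 8.21 CPM in Exp1 and from 44.1 ± 0.559 to 127 ± 9 CPM in Exp2. The log2 fold changes were 1.53 (standard error 0.08, adjusted p = 6.55e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.52 (standard error 0.10, adjusted p = 0.000962 from the same test), and no alternative setting and no left-out library ended either call. The divergent gene *PA2055*, encoding an MFS transporter, had log2 fold changes of 1.27 (standard error 0.23, adjusted p = 0.0179 from the same test) and 1.17 (standard error 0.23, adjusted p = 0.0293 from the same test). *PA2057*, a TonB-dependent receptor gene on the minus strand, had 0.99 (standard error 0.11, adjusted p = 0.00149 from the same test) and 1.11 (standard error 0.14, adjusted p = 0.00547 from the same test). The next genes, *PA2058* to *PA2061*, encode the parts of an ABC transporter. Of these, *PA2060* had 0.65 (standard error 0.21, adjusted p = 0.103 from the same test) and 1.55 (standard error 0.25, adjusted p = 0.014 from the same test) and *PA2059* had 0.70 (standard error 0.25, adjusted p = 0.128 from the same test) and 1.34 (standard error 0.26, adjusted p = 0.0293 from the same test), so that they passed in Exp2 and not in Exp1, while neither passed the test of a difference between the experiments (adjusted p = 0.15 and 0.354). Over the 11 genes from *PA2051* to *PA2061*, 6 rose in the combined fit, also when adjusted over the list alone, and the median log2 fold change was 0.59 (camera, adjusted p over 25 lists = 1.79e-20, and 0.000428 with an estimated correlation). *PA2051* to *PA2054*, with the cyanate genes *cynS* and *cynT*, were not called. This list was chosen because the paper's supplement names *PA2056*, after the directions of *PA2055* to *PA2057* in Fig. 6A had been seen, and it is not independent evidence of a direction. *PA2055* was not called in Exp1 without WT replicate 1 or half-*parS*_25_ replicate 2 or 3 (adjusted p from 0.0703 to 0.0814), nor in Exp2 without any 1 of the WT replicates or half-*parS*_25_ replicate 1 or 2 (adjusted p from 0.0555 to 0.106, edgeR). *PA2060* was not called in Exp2 without WT replicate 2 (adjusted p = 0.0823) or 3 (adjusted p = 0.0785, edgeR), nor *PA2059* without any 1 of the WT replicates or half-*parS*_25_ replicate 2 or 3.

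**Figure D5:**
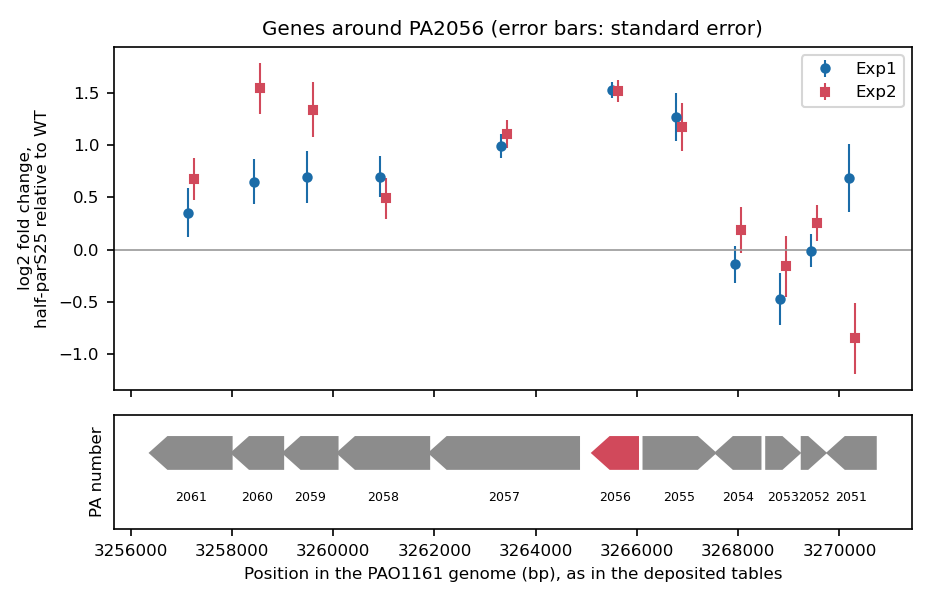
Log2 fold change (half-*parS*_25_ relative to WT, with standard error, 3 replicates per strain) of the genes from *PA2051* to *PA2061* in Exp1 and Exp2, above their position and strand in the PAO1161 genome. *PA2055* to *PA2057* are called in both experiments, and *PA2051* to *PA2054* in neither.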

The genes with changed expression in half-*parS*_25_ also encompassed multiple transcriptional regulators, including PA3458 [41], PA3973 [47], DdaR (PA1196) [48] and several other uncharacterized transcriptional regulators (Table S3). Overall, these data indicate the indirect role of ParB binding to half-*parS* sites in regulation of gene expression.

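Of the 25 gene lists, 12 passed in the combined fit and 4 with an estimated correlation, and regroupings of the libraries did not exclude chance for the number of lists. Of the 10 genes of the non-ribosomal peptide cluster *PA3326* to *PA3335*, 6 fell in half-*parS*_25_ (6 also when adjusted over the list alone), with a median log2 fold change of -0.64 (camera, adjusted p over 25 lists = 1.29e-16, and 0.0313 with an estimated correlation). This list and that of sulfur starvation were chosen after the paper's own values of some members had been seen. Other lists named here, denitrification among them, may also hold members whose values had been seen in the paper's supplement. No list of this paragraph is therefore taken as independent evidence of a direction. In single experiments, the cytochrome P450 gene *PA3331* fell by 0.65 on the log2 scale and the methyltransferase gene *PA3335* by 0.69 in Exp1, and *PA3326* by 0.65 in Exp2. The 16 genes of the H2 type VI secretion system had a median of -0.20 (adjusted p = 1.56e-06, and 0.0313 with an estimated correlation), with no single gene called and 1 when adjusted over the list alone. Denitrification genes had a median of 0.40 (adjusted p = 3.37e-06, but 0.313 with an estimated correlation), and of 25 genes *nosR*, the regulator of nitrous oxide reductase synthesis, was called (log2 fold change 2.86, adjusted p = 0.0022 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), or 5 when adjusted over the list alone. The 28 genes of the ribosomal protein operon had a median of 0.23 (adjusted p = 3.31e-08, but 0.435 with an estimated correlation) with no gene called, and the 14 chaperone and protease genes a median of 0.24 (adjusted p = 0.000396, but 0.435 with an estimated correlation) with *clpG* (*PA0459*) called at 1.11. Quorum sensing genes (median -0.15, adjusted p = 0.000696, but 0.313 with an estimated correlation), phenazine genes (-0.11, 0.0112, but 0.435), exopolysaccharide genes (-0.11, 0.013, but 0.435), H1 type VI secretion genes (-0.10, 0.00482, but 0.548) and sulfur starvation genes (-0.32, 0.0131, but 0.548) had lower medians that passed only with the preset correlation of camera. The sulfur starvation median was 0.16 in Exp1 (camera adjusted p = 0.118) with no gene called, so the combined value is no fall common to the experiments. At the preset correlation, the strain difference also depended on the experiment for chaperones and proteases (medians of 0.66 in Exp1 and -0.03 in Exp2). The same held for denitrification (0.03 and 0.49) and H1 type VI secretion (-0.22 and -0.01). With an estimated correlation, 0 of the 25 lists passed the interaction test. The combined medians of these 3 lists therefore cannot be taken as common to the experiments, and a dependence on the experiment is not settled. Of the genes of these lists with lower medians, the phenazine gene *phzA1* was called, whose reads can be shared with its near-identical copy. The 39 genes in the last 10 kb and first 30 kb of the genome, where ParB spreads from *parS1*–*parS4*, had a median 0.0704 above that of other genes (camera, p = 0.174, and 0.452 with an estimated correlation), with 0 genes called in the combined fit or Exp1 and 2 in Exp2. The phenazine list missed the threshold without Exp1 WT replicate 1 (adjusted p = 0.0743), the exopolysaccharide list without Exp1 half-*parS*_25_ replicate 3 (0.0743), and the sulfur list without Exp2 WT replicate 3 (0.076) or Exp2 half-*parS*_25_ replicate 1 (0.139) or 2 (0.052). The paper reports altered expression of few genes next to mutated motifs and no significant difference of transcription around mutated and intact motifs, from which it proposes no dominant effect of ParB binding on local transcription. It also reports that most of the changed genes were upregulated and lay away from the modified sites, with *bexR* and other regulator genes among them (Fig. 6A,D), and it states from these data that the role of ParB bound to half-*parS* sites in gene expression is indirect.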

## 3. Discussion

The ParB–*parS* interactions, followed by spreading of the protein on adjacent DNA and formation of nucleoprotein complexes are universal features of these DNA segregation systems [11,49]. For *B. subtilis* ParB (Spo0J), non-specific DNA binding by the C-terminal part of the protein was also demonstrated [50,51]. Recently, ChIP-seq analyses of DNA binding for *Pae* ParB [32] as well as for ParB homologues from various bacterial species, upon their heterologous expression in *E*. *coli*, showed that certain ParBs exhibit significant binding to half-*parS* sequences, corresponding to one arm of the *parS* palindrome [5]. This work aims at elucidating the role of ParB binding to half-*parS* sites in *Pae*.

Previous analyses indicated different extent of half-*parS*s occupancy in cells overproducing ParB or in cells with mutated *parS*s [32]. Here, we analyzed the distribution of *Pae* ParB on the genomes in the fast- and slow-growing WT cells from exponential and stationary phases of culture growth. ChIP-seq experiments showed significant differences in the ParB binding patterns between two phases of culture growth in rich medium (Figure 1C). In fast dividing cells (in which the replication and division processes are uncoupled), the majority of ParB occupies *parS1* to *parS4* sequences and spreads around them, forming the large nucleoprotein complex, and a small fraction of ParB is distributed to half-*parS*s scattered in the genome (Figure 2A and Figure 3D). In contrast, in cells from the corresponding stationary cultures, the majority of recovered ParB-bound DNA encompassed half-*parS* motifs, and low recovery was observed for genome regions around *parS*s (Figure 2A), suggesting limited ParB spreading. This was in agreement with the microscopic analysis showing a gradual decrease in detectable ParB foci as the cells entered the stationary phase (Figure 2C,D). We speculate that when unrestricted growth in the rich medium can no longer be maintained due to depletion of nutrients, the cell density and/or composition of the spent medium, the culture enters the stationary phase, and the need to preserve intact ParB–*parS* complexes declines. Since it was demonstrated that the formation of ParB–*parS* complexes depends on the availability of CTP [12,13,14,15,16], one of the signals to disperse ParB–*parS* complexes may be the diminished CTP pool. Intriguingly, in the search for *Pae* ParB partners, we have discovered multiple proteins, including those with putative metabolic activities, among them *Pae* CTP-synthetase PyrG (PA3637) [34].

The dispersion of ParB–*parS* complexes in the cells grown on rich medium upon entering the stationary phase was accompanied by ParB enrichment on half-*parS* sites (Figure 3D,E). The biological role of the ParB shifts from *parS*s to half-*parS* sites during transition from uncoupled to coupled growth, characterized by limitation of replication initiation events, and prolongation of generation time remains highly speculative. The hypothetical significance of such relocation could be (i) storage of ParB molecules, rendering them instantly available for complex formation on *parS*s upon return to conditions of unrestricted growth; (ii) ParB protection against proteolytic degradation; or (iii) a role in altering DNA topology.

Notably, when ChIP-seq analyses were conducted with slow growing WT cells (minimal medium), in which the replication and cell division processes are constantly coupled, the ParB–*parS1–parS4* nucleoprotein complexes were present in the cells from logarithmic as well as stationary phases of growth (Figure 2B,E,F). The number of ParB-enriched half-*parS* sites in the ChIP-seq analysis did not differ between samples from the various phases of slow growth, confirming that the transition from fast uncoupled to sustained coupled growth observed in the case of cells grown in rich medium induces changes in ParB distribution on the genome. The presence of ParB–*parS* complexes in non-dividing cells, in which they are not engaged in DNA segregation, may suggest their involvement in another important cellular function in, e.g., anchoring of the genome in the cells [5]. As the ParB–*parS* complexes fulfill multiple hallmark criteria for liquid–liquid phase separation [52], it is tempting to speculate about their function in metabolic compartmentalization within bacterial cells; however, further studies are needed to address this possibility.

Our ChIP-seq analysis of strains producing ParB R94C and ParB A97T demonstrated the lack of the ParB–*parS1*–*parS4* complex near *oriC* (Figure 5A). Significantly, both these ParB variants did not lose the ability to bind *parS*s and half-*parS*s. Previously, we have shown that the truncated ParB 1-283 variant, with the impaired dimerization domain, was defective in all ParB biological roles in *Pae* [43]. The ChIP-seq experiments presented here confirmed that this variant was defective in spreading (Figure 5A). Surprisingly, it was still able to bind to *parS*s and half-*parS*s although with lower enrichment, suggesting that binding to DNA is not strictly dependent on ParB dimer formation. Recent studies shed light on the structural rearrangements within ParB molecules upon *parS* binding and diffusing to the surrounding DNA. In DNA unbound apo form, ParB adopts an autoinhibited conformation due to interactions between N-terminal and central (M-) domains of a single molecule [53]. Upon *parS* binding, the N-domain is untethered from the M-domain and becomes available to interact with the N-domain of the second molecule within the ParB dimer. This interaction (N–N engagement) closes the molecule, which is followed by M–M domain engagement, releasing the DNA molecule into a chamber formed by flexible linkers between M- and C-terminal dimerization domains, rendering the molecule DNA bound in a ring-like form [12,13,15,53]. The experiments supporting these observations were conducted with ParB from *B. subtilis* and *Caulobacter crescentus*, for which the property to bind half-*parS* sites was not observed (*B. subtilis*) or was relatively weak, respectively [5]. The observed diversity in half-*parS* binding might suggest different requirements of different ParB homologues for effective DNA binding, dictated, e.g., by the N–M engagement.

Removal of 25 half-*parS*s, located in 18 loci showing highest ParB enrichment in ChIP-seq, did not change the phenotype of half-*parS*_25_ relative to the parental strain. Despite removal of only a fraction of the ParB recognized motifs and performing the experiments on unsynchronized cell populations, some interesting observations have been made. Firstly, introduced modifications not only aborted ParB binding to these 25 sites scattered around the genome but also slightly altered the ParB–*parS* complex formation at *oriC* region (Figure S4C). Secondly, the transcriptomic analysis demonstrated the upregulation of 67 genes mostly in genome regions not adjacent to the modified loci (Figure 6A). It was previously suggested that global changes in the transcriptome of *parB* deletion mutant may be caused by indirect interactions of ParB with various partners or topological changes [33,34]. So far, the direct influence of *Pae* ParB on gene expression has been demonstrated only for ParB binding to the intergenic *parS3* and *parS4* [46].

To summarize, the role of half-*parS*s in the biology of *Pae* remains enigmatic. At present, they seem most likely to act as the reservoir of ParB in the cells. Under conditions of declining demand for the rapid chromosome segregation, ParB complexes are dispersed, and ParB shifts to multiple half-*parS* sites serving as the storage places, which overall supports the adaptation to changing environmental conditions. Additionally, future studies will elucidate their role in topology of the *Pae* chromosome.

## 4. Materials and Methods

### 4.1. Strains and Growth Conditions

Bacterial strains used in this study are listed in Table 1. *P. aeruginosa* strains, derivatives of PAO1161 [37], were grown at 37 °C or 30 °C, in LB (1% Bacto tryptone, 0.5% yeast extract, 0.5% NaCl, BD Difco, Franklin Lakes, NJ, USA) or in M9 medium [54], containing 0.5% glucose as a carbon source and supplemented with and 100 μg mL^−1^ leucine. Overnight cultures in LB medium were diluted 1:200 (LB) or 1:100 (M9), in a total volume of 20 mL in a 100 mL flask closed with a cotton plug. Culture growth was monitored by optical density measurements at 600 nm or by performing serial dilutions, plating on LB agar and counting of colonies after 20 h of growth at 37 °C. Iterative allele exchange to construct PAO1161 half-*parS*_25_ was conducted with the use of suicide vector pAKE600 [55] using the two-step method involving selection of transconjugants on LB medium with 300 μg mL^−1^ carbenicillin and 300 μg mL^−1^ rifampicin (used for donor counterselection), and selection of colonies after vector removal by culturing the cells in LB medium with 10% sucrose, as described [34]. The construction of pAKE600 derivatives is described in Supplementary Table S2. Introduction of mutations was confirmed by analysis of sequencing data generated in this study using Breseq v0.36.0 [56] relative to the PAO1161 reference genome (accession number CP032126 [37]).

### 4.2. ChIP-seq

ChIP was performed essentially as previously described [32,59]. Briefly the cells were fixed with 1% formaldehyde, and chromatin was isolated and sonicated to obtain fragments shorter than 300 bp and incubated with rabbit polyclonal anti-ParB antibodies, affinity purified on Affi-Gel 10 (Bio-Rad, Hercules, CA, USA). After antibody recovery with use of magnetic beads, the bound DNA was de-crosslinked, purified and used for library preparation with a Qiagen QIAseq Ultralow Input Library Kit and sequenced on an Illumina Novaseq 6000. Fastp v0.22.0 [60] quality-controlled reads were mapped to the *P. aeruginosa* PAO1161 genome (accession number CP032126 [37]) using Bowtie2 v2.2.5 [61]. Coverage data normalized using reads per genome content (RPGC) were generated without smoothing using the bamCoverage function from the deepTools package v3.5.1 [62], for individual nucleotides (data used for heatmaps and motif coverage analyses, Figure 4) or for 100 bp bins (data used for visualization of coverage with reads). Peaks were called using combined data for replicates and corresponding ∆*parB* data using MACS2 v2.2.6, with default settings for paired end data [63]. Visualization of coverage data and peak ranges was performed with pyGenomeTracks v3.8 [64]. All statistical analyses were performed using R Statistical Software (v4.2.2; [65]). Circular plots were generated within R using the circlize package v.0.4.15 [66]. Venn diagrams for ChIP-seq peak datasets were generated using ChIPpeakAnno v3.32.0 [67], with connectedPeaks set to ”merge”. Calculation of the number of reads mapping to *parS* and half-*parS* containing genome regions in ChIP samples was performed using the plotEnrichement function from deepTools [62], with the remaining parts of the genome used to calculate the theoretical coverage background, proportionally subtracted from the obtained counts (Figure 3D). Visualization of the coverage with ChIP-seq reads around half-*parS*s (GTTCCAC and GTTTCAC motifs) on heatmaps was conducted using computeMatrix and plotHeatmap functions from deepTools. Correlation between peak sets was analyzed using the dba.plotHeatmap function of Diffbind package v3.8.4 [68]. Differential ParB binding in the data of half-*parS*_25_ strain relative to the parental strain was analyzed in 200 bp genomic bins using the dba.report function of Diffbind [68], with the option to include all sites in the report and the WT input sample as a control, similar to a previous description [32].

### 4.3. RNA-seq

Total RNA was isolated from 2 mL of cultures growing in LB medium at 37 °C, harvested at optical density 0.4 to 0.5. Three independent replicates of each strain were analyzed, and the whole analysis was repeated twice. Cells were fixed with RNAprotect Bacteria Reagent (Qiagen, Hilden, Germany), and RNA was isolated with an RNeasy mini-kit (Qiagen) according to the manufacturer’s protocol. Total RNA was digested with DNase (TURBO DNA-free Kit, Ambion, Vilnius, Lithuania), and absence of genomic DNA was confirmed with PCR. Subsequently, rRNA was depleted using Ribo-Zero rRNA Removal Kit for bacteria (MRZMB126, Illumina, San Diego, CA, USA), and libraries were prepared using a NEBNext Ultra Directional RNA Library Prep Kit for Illumina and sequenced. Data analysis was conducted as described previously [40]. Briefly, reads were quality controlled using fastp and mapped to the PAO1161 genome using Bowtie2. FeatureCounts v2.0.3 [69] was used to count the number of reads mapping to individual genes. Identification of differentially expressed genes was conducted using edgeR ver 3.40.2 [70], with a fold change cut-off of 1.5 and an FDR-adjusted *p*-value of <0.05.

### 4.4. Fluorescence Microscopy and Image Analysis

Overnight cultures of PAO1161 harboring pAKW1125 (*tacp*–*YFP*–*ParB*) were grown overnight in LB or M9 medium with chloramphenicol added at a concentration of 75 µg mL^−1^. After dilution to the fresh media without antibiotics, samples were collected in time intervals, and cells were fixed with formaldehyde/glutaraldehyde mixture essentially as described before [34]. Images were captured using a Zeiss Imager M2 equipped with a 100 × 1.30 NA Plan-Neofluar objective, a Zeiss AxioCam MRc5 camera, using AxioVision (AxioVs40 V 4.8.2.0, Carl Zeiss MicroImaging GmbH, Munich, Germany) software. Images were processed using ImageJ, and foci detection was performed using MicrobeJ ver 5.13m [71], as described [34]. Since the images obtained at different time points varied significantly in fluorescence background within the cells (possibly due to autofluorescence), the threshold for foci intensity detection in MicrobeJ was adjusted in individual sets of images, and proper selection was validated by manually counting foci in at least 100 cells.

## Figures and Tables

**Figure 1:**
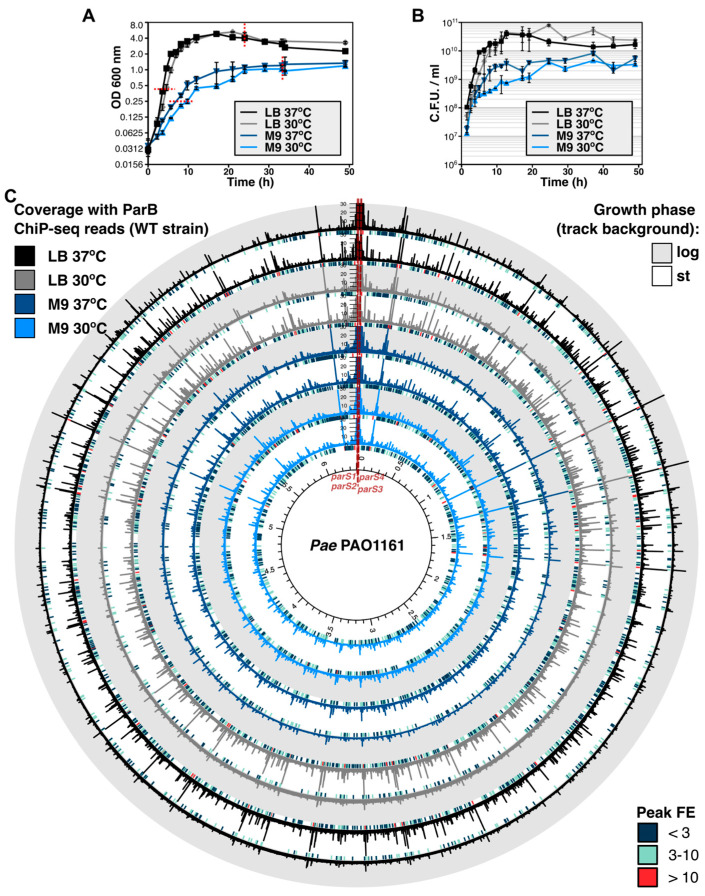
ParB binding to the *P. aeruginosa* chromosome is dependent on the growth conditions. Growth of *Pae* PAO1161 (WT) strain in LB or M9 medium +0.5% glucose at 30 °C or 37 °C presented as (**A**) mean optical density at 600 nm ± SD from three cultures and (**B**) mean number of colony-forming units (CFUs) per mL ± SD assayed for three cultures. (**C**) ChIP-seq analysis of ParB binding to genome assayed using WT strain cells from cultures in LB or M9 medium, grown at 30 or 37 °C, at two time points representing exponential and stationary phases of culture growth (indicated on (**A**) with red lines). Track data represent normalized coverage of the genome with ChIP-seq reads (binned at 200 bp and averaged from two ChIP-seq replicates). Color of coverage track represents different growth conditions, whereas track background indicates the phase of culture growth. Track height was set at 10% of max. coverage signal of the outer track. Short bars below each track represent the distribution of detected ChIP-seq peaks for these samples, colored according to the peak fold enrichment (FE).

**Figure 2:**
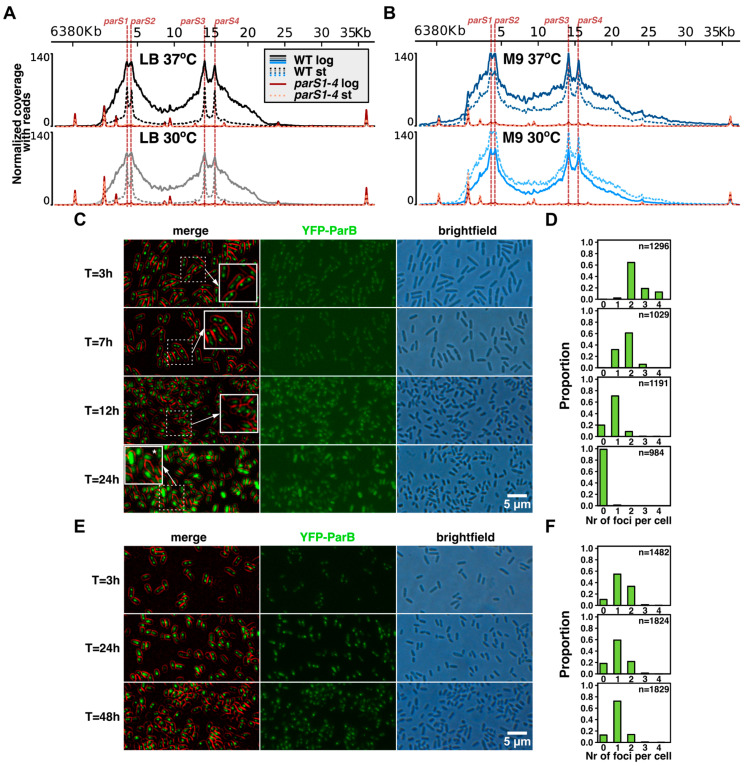
Formation of ParB–*parS* complexes in *Pae* PAO1161 cells depends on the growth conditions. (**A**,**B**) Coverage of the genome regions encompassing the *parS1*–*parS4* in the PAO1161 genome in the ChIP-seq samples for the indicated strains/culture conditions. The histograms show normalized coverage with reads (averaged for two biological replicates). (**C**–**F**) Microscopic analysis of PAO1161 YFP–ParB producing cells grown in (**C**) LB medium at 37 °C or (**E**) M9 medium with 0.5% glucose at 37 °C at different time points of culture growth. On the merged images, the fluorescence signal was enhanced, and the cell contour was false-colored in red. Marked areas were copied and enlarged (**C**), and the asterisk at the 24 h panel indicates a rare cell with foci in this conditions. (**D**,**F**) Histograms showing distribution of the number of YFP–ParB foci per cell, detected in fluorescence images using MicrobeJ ver 5.13m.

**Figure 3:**
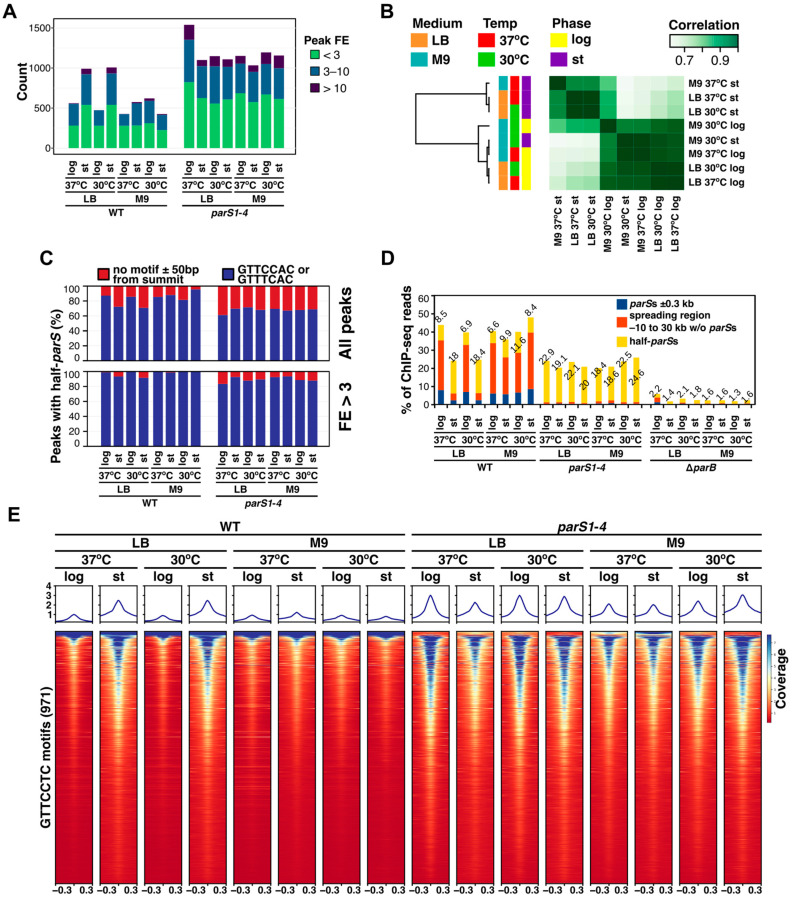
Redistribution of ParB from complex around *parS*s to half-*parS* sites with changes in growth conditions. (**A**) Number of ParB ChIP-seq peaks for samples derived from the indicated strain and growth conditions, categorized according to their fold enrichment (FE). (**B**) Correlation heatmap between different ChIP-seq peak sets, based on occupancy and MACS2 scores. (**C**) Percentage of ChIP-seq peaks containing GTTCCAC or GTTTCAC (half-*parS*) motifs ± 50 bp from the summit. The analysis was performed for all peaks (upper panel) and for peaks with FE > 3 (bottom panel). (**D**) Percentage of ChIP-seq reads mapping to genome regions encompassing *parS1–4* or half-*parS*s in different samples. Reads mapping to *parS*s ± 300 bp, ParB spreading zone without *parS*s and regions with half-*parS*s (GTTCCAC and GTTTCAC ± 300 bp, altogether 11.6% of the genome) were counted, and background (based on the amount of reads mapping to the remaining genome regions) was subtracted. Data for ChIP-seq replicates were averaged. (**E**) Read coverage around GTTCCAC motifs in the PAO1161 genome in ParB ChIP-seq samples. Individual lines in the heatmap represent normalized read counts for regions ±300 bp around a motif. The data were sorted in descending order of median coverage value and represent averaged value for two biological replicates. Plots indicate median coverage over the analyzed regions.

**Figure 4:**
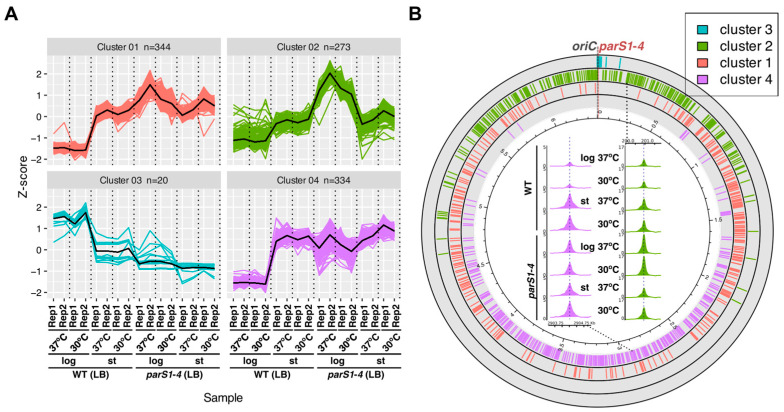
The preference of ParB binding to individual half-*parS* motifs is unaffected in cells grown in different media, at the tested temperatures and does not depend on the phase of growth. Coverage data for all 971 GTTCCAC motifs present in the PAO1161 genome were extracted from ChIP-seq data, normalized (Z-score) and subjected to k-means clustering. (**A**) ChIP-seq read coverage profiles for motifs in each cluster. The *y*-axis represents the difference (in standard deviations) between coverage of a particular motif in individual ChIP-seq samples and the mean coverage calculated for this motif in all samples. Thick black lines represent the cluster means. (**B**) Distribution of motifs from the four clusters in the PAO1161 genome. Inset represents an example of motif coverage profiles for selected motifs from cluster 2 and 4 in ChIP-seq samples derived from strains/indicated growth conditions.

**Figure 5:**
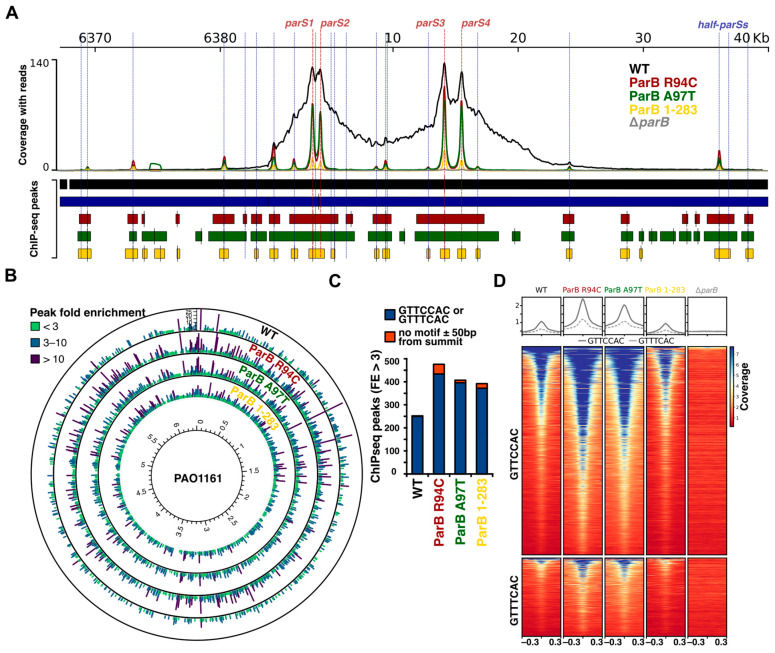
Effects of mutations in the arginine rich patch of ParB and deletion of the C-terminus on ParB interactions with DNA, assessed using ChIP-seq. (**A**) Coverage of regions encompassing the *parS1–parS4* in the PAO1161 genome in the ChIP-seq samples for the indicated strains. The histograms show normalized coverage with reads (averaged for two biological replicates). (**B**) Distribution of ChIP-seq peaks for the analyzed strains in the genome. Bar height and colors indicate peak fold enrichment (FE). (**C**) Number of peaks with and without GTTCCAC or GTTTCAC motifs ± 50 bp from the summit. The analysis was performed only for peaks with FE > 3. (**D**) Read coverage around GTTCCAC and GTTTCAC motifs in the PAO1161 genome in the ParB ChIP-seq samples of different strains. Individual lines in the heatmap represent normalized read counts for regions ±300 bp around a motif. The data were sorted in descending order of median coverage value and represent averaged value for two biological replicates. Plots indicate median coverage over the analyzed region for the two motifs.

**Figure 6:**
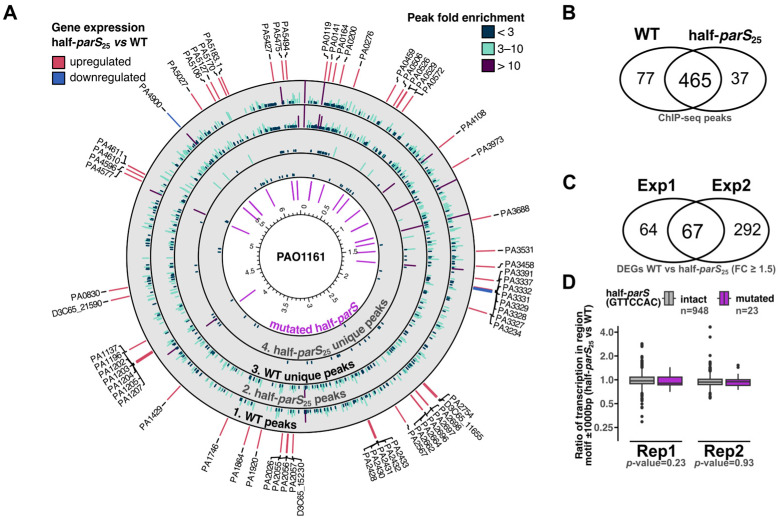
ParB binding to half-*parS* plays an indirect role in gene expression regulation in *P. aeruginosa*. (**A**) Circular plot indicating genomic localization of peaks identified in WT and half-*parS*_25_ strains (tracks 1 and 2) and peaks identified only in one of the strains (track 3 and 4). The positions of half-*parS* motifs modified in half-*parS*_25_ strain are colored with violet. The outer ring indicates 67 genes identified as differentially expressed in both RNA-seq experiments, colored according to the expression change trend. Labels indicate PAO1 gene IDs, or PAO1161 IDs (D3C65_), for genes annotated only in the PAO1161 genome. (**B**) Comparison of ChIP-seq peaks identified in WT and half-*parS*_25_ strains. (**C**) Comparison of sets of differentially expressed genes identified in two independent RNA-seq analyses. (**D**) Effect of the half-*parS* mutations on the transcription of surrounding genome fragments. Reads mapping to genome fragments ± 1000 bp from GTTCCAC motifs were counted in RNA-seq sample, and normalized for the total read count, and the ratio between WT and half-*parS*_25_ samples was calculated. Dots indicate outliers. Statistical significance between the two groups was evaluated using the Wilcoxon rank sum test.

**Table 1:** Bacterial strains used in this study.

Strain Name	Description/Relevant Genotype	Origin
***Escherichia coli***		
DH5α	F^−^ Φ80*lacZΔM15 Δ(lacZYA-argF) U169 recA1 endA1 hsdR17* (r_K_–, m_K_+) *phoA supE44 λ thi-1 gyrA96 relA*	[57]
S17-1	*pro* Δ*hsdR hsdM^+^ recA* Tp^R^ Sm^R^ ΩRP4-*Tc*::*Mu Kn*::*Tn7*	[58]
***Pseudomonas aeruginosa***		
PAO1161 (WT)	Rif^R^, leu-, PAO1 derivative	[28,37]
∆*parB*	PAO1161 with *parB* deletion	[34]
*parS1*–*4*	PAO1161 with mutations in *parS1*, *parS2*, *parS3* and *parS4* impairing ParB binding; termed *parS*mut15 in the original paper	[30]
*parB94*	PAO1161 producing ParB R94C, non-spreading variant	[42]
*parB97*	PAO1161 producing ParB T97A, non-spreading variant	[42]
*parB* Δ*284-290*	PAO1161 producing truncated ParB 1-283 variant	[43]
half-*parS*_25_	PAO1161 with 25 half-*parS* sites modified in 18 loci	this work

## Data Availability

Raw sequencing data were deposited in the NCBI’s Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE233379 (accessed on 19 May 2023).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms241512517/s1.

How the deposited data were processed for this re-analysis (not part of the article)

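RNA from the PAO1161 strain (WT) and from half-*parS*_25_, in which 23 GTTCCAC and 2 GTTTCAC motifs were changed, was sequenced in 2 experiments (Exp1 and Exp2) with 3 replicates of each strain, grown in LB at 37 °C. These 12 libraries are the data used here, and the ChIP-seq, microscopy and growth experiments of the paper were not analysed here. The authors depleted rRNA, prepared stranded libraries, converted the reads with bcl2fastq 2.20, filtered them with fastp, mapped them to the PAO1161 genome with Bowtie2 2.2.5 and counted them per gene with featureCounts 2.0.3, without pooling replicates. The strand setting of this counting is not given in the paper's text.

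The authors deposited raw counts per gene for all libraries, as whole numbers with no normalization, and these counts are the basis of every value of this re-analysis. For each experiment the authors also deposited a table made with edgeR 3.40.2, and the processing notes and the paper name no further step. In it, the normalized signal of each library is the authors' count multiplied by 1 factor per library (largest departure 4.55e-11), with column sums from 921974 to 1073894. The deposited ratio is the fold change of half-*parS*_25_ over WT, the deposited log2 value is its logarithm, the deposited p-value comes from the authors' likelihood ratio test and is also given after adjustment, and the deposited score is the likelihood ratio statistic. These tables gave the coordinates and products of 5766 genes. They were used here for annotation, for a comparison of calls and, after the data had been seen, for alternatives with the authors' gene filter or p-values. Of the genes, 5421 have a PAO1 locus tag and 5394 a name in the reference, and 277 stand in neither deposited table, 155 of them tested in the combined fit.

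The counts were analysed with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and plots were drawn with matplotlib 3.10.9. Each experiment was filtered with filterByExpr, scaled with TMM and fitted alone with edgeR's quasi-likelihood method, and p was adjusted by the Benjamini-Hochberg method. A gene was called at an adjusted p below 0.05 and a fold change over 1.5 either way. The same fold limit and threshold were used in a combined fit of 12 libraries with the experiment as covariate. The interaction of strain and experiment was called at an adjusted p below 0.05 with no fold limit. Genes called in both experiments were set against the number expected from independent lists, with Fisher's exact test for each direction. Genes within 1000 bp of a mutated GTTCCAC were compared with all other tested genes by a permutation test of 100000 permutations, since no genome sequence was used to find the intact motifs. The 25 gene lists were tested on the combined fit, on each experiment and on the interaction with camera at a preset correlation of 0.01, beside camera with an estimated correlation and fry, adjusted over the 25 lists. The lists are partition, replication and topology; denitrification; the non-ribosomal peptide cluster *PA3326* to *PA3335*; quorum sensing and density-dependent products; phenazines; pyoverdine; pyochelin; type III secretion; type VI secretion H1, H2 and H3; flagellum; type IV pili; exopolysaccharides; the ribosomal protein operon; chaperones and proteases; oxidative stress; SOS response; R and F pyocins; the Pf4 prophage; sulfur starvation; alkaline protease; RND efflux pumps; and the neighbourhoods of *bexR* and of *PA2056*.

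The tests, thresholds, gene lists and the rule for named genes were fixed before the data were examined, although the paper's supplementary values for the first 1737 genes and the directions of the genes named in its Fig. 6A had been seen, so that lists with such members, those of *bexR*, *PA2056*, the non-ribosomal peptide cluster and sulfur starvation among them, are not independent of the paper's results. The rule named 76 genes: those the paper names; genes that carry or flank a modified motif or have a nonsynonymous change; among genes called in both experiments in the same direction with libraries that do not overlap, the highest 12 and the up to 8 lowest; the 4 largest rises and falls of each experiment not called in the other; up to 4 called members of each list; regulators called in both; and the members of the *bexR* and *PA2056* neighbourhoods. Genes named outside this rule are those called in both experiments, list members and the genes near motifs; they were chosen after their values were seen.

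The library totals range from 5664628 to 15406556 counts. The single 16S rRNA gene that was examined takes at most 0.175% of a library, and other rRNA genes were not summed. The common biological coefficient of variation was 0.0938 in Exp1, 0.14 in Exp2 and 0.137 in the combined fit. The procedure was tested on simulated data with 200 changed genes. For a true fold change of 1.5, 42% were called in Exp1, 42% in Exp2 and 44% in the combined fit, and for a fold change of 2 the shares were 90%, 84% and 100%, with 5, 6 and 4 false calls. A change near the fold limit is therefore called less than every other time. Replicates of a group differed by more than counting noise, with a chi-square per degree of freedom from 9.42 to 51.5. No library is therefore a copy of another replicate of its group, and pairs across groups were not compared.

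Alternatives were other size factors (RLE, upper quartile), no filter or at least 10 counts in every library, a block for the replicate number, each library left out, DESeq2, edgeR's exact test, glmTreat, no fold limit or a fold change over 2, and 1 fit of the 12 libraries with a contrast per experiment. For the local comparison they were windows of 300 and 3000 bp, the mean, and all 25 motifs; for the lists fry and an estimated correlation; for the zone near the origin 20 kb on each side; and for the correlation genes with at least 100 counts and Spearman's rho. A likelihood ratio test, the same test on the genes of the authors' tables, and the authors' p-values over the genes kept here were added after the data had been seen. The classification of genes as dependent on BexR and the comparison of reads around intact motifs were not repeated, since they need data not used here.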

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

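In this part, the tests of the axis between the WT cultures for the correlation of the experiments, of an extra copy and of the protein change in *PA2056* were chosen after the result was seen.

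The difference between the strains depended on the experiment in 308 of 5921 genes (146 with a higher and 162 with a lower log2 fold change in Exp2, edgeR's quasi-likelihood test of the interaction), and the log2 fold changes of Exp1 and Exp2 were nearly unrelated across genes (r = 0.129). The r stayed low without half-*parS*_25_ replicate 2 of Exp2 (0.193) and over genes with at least 100 counts on average (0.15). Neither value can exclude a deviating library or counting noise as a cause. Of the 5827 genes tested in both experiments, 5586 were called in neither and had an r of -0.0103. Genes with no strain difference hold r down whatever the cause. Over the 241 genes called in either experiment, r was 0.329. A difference of culture state along the axis that separates the WT cultures of the experiments (443 of 5917 genes called between them) may contribute. The Exp2 strain difference had an r of 0.0777 with the WT difference. In 100 simulations of unchanged groups that share the WT libraries, r was -0.197 on average and -0.152 at most, so the observed r lies above all of them. The simulations drew each gene on its own, and r stayed below the level set for a cause after the result was seen. How much this axis contributes is therefore not decided. No day or batch other than the experiment is known, so strain effects that differ by culture cannot be told apart from it. The number of interaction genes was 169 without Exp1 WT replicate 1, 172 without Exp1 half-*parS*_25_ replicate 2 and 192 without Exp1 half-*parS*_25_ replicate 3. It was 202 without Exp2 WT replicate 2, 188 without Exp2 WT replicate 3 and 468 without Exp2 half-*parS*_25_ replicate 1. Of 100 regroupings within the experiments no other one gave as many, and the next, with the labels of Exp2 reversed, gave 284. Reversed labels turn a strain difference shared by the experiments into an interaction. The regroupings therefore respond to any strain difference and do not test whether it depends on the experiment, which rests on the interaction test alone. That test takes 1 dispersion per gene over both experiments. Their spread was unequal, with a common biological coefficient of variation of 0.0938 in Exp1 and 0.14 in Exp2. The test does not allow for this, so the number of interaction genes is uncertain.

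Genes around *PA2056* rose together, which the paper's text does not discuss although Fig. 6A marks *PA2055* to *PA2057* as upregulated, with a median combined log2 fold change of 0.59 over *PA2051* to *PA2061*. An extra copy of the region that acted through gene dose alone would raise *PA2055* to *PA2060* alike. This is argued against by combined log2 fold changes from 0.59 to 1.53 that differ by more than their errors (chi-square test of heterogeneity by Cochran's Q, p = 1.50e-09, an approximation that takes the errors of the genes as independent). It cannot judge an extra copy that also changed regulation, since the regulator gene *PA2056* lies in the region. The change in the protein of *PA2056*, a regulator, is a candidate explanation for the median of 1.11 over these 6 genes. It cannot be told apart from any other difference of the strain, since 0 of the half-*parS*_25_ libraries lack the change.

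In Exp2, sulfur starvation genes fell (11 of 22 called, 12 when adjusted over the list alone, median log2 fold change -0.81, camera adjusted p = 1.35e-14, and 0.118 with an estimated correlation) and denitrification genes rose (5 of 25, 8 over the list alone, median 0.48, adjusted p = 9.65e-09, and 0.226 with an estimated correlation). The sulfate transport gene *sbp* fell by 1.88 and *cysD* by 1.29, while *nosR* and *nirL* rose by 3.43 and 1.38. These lists differed between the experiments, with median interactions of -1.04 for sulfur starvation (camera adjusted p = 4.24e-10, and 0.57 with an estimated correlation) and 0.42 for denitrification (0.00139, and 0.731). Without half-*parS*_25_ replicate 2 of Exp2 the sulfur median was -0.80 (95% bootstrap interval over the genes -1.34 to -0.35). The denitrification median was 0.56 (0.32 to 0.66). Both stayed away from 0, and the sulfur median lay below the bound set beforehand for excluding that library, which argues against that library alone. The sulfur interval reaches past this bound, so the library may still account for a part. These intervals resample the genes of a list, which are not independent, and do not measure the spread between cultures. A culture state along the axis of the WT cultures stays open. The medians of that WT difference were -0.00823 (interval -0.23 to 0.21) for sulfur starvation and -0.32 (-0.69 to 0.15) for denitrification.

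Other results stood out and were not weighed. Chaperone and protease genes had a median interaction of -0.66 (camera adjusted p = 1.37e-08, and 0.57 with an estimated correlation). Type IV pili (-0.20, 0.0107, and 0.811 with an estimated correlation), R and F pyocins (-0.20, 0.0242, and 0.811) and H1 type VI secretion (0.23, 0.0367, and 0.811) also differed between the experiments at the preset correlation. Among genes the paper names or that lie at modified motifs, the strain difference of *PA3234* differed by -1.53, that of *PA0130* by -0.99 (adjusted p = 0.0116), that of *PA0129* by -0.96 (adjusted p = 0.0254) and that of *PA5452* by -0.47 (adjusted p = 0.0484, all from edgeR's test of the interaction). Among genes that the paper's text does not discuss, the cluster *PA3326* to *PA3335* had a median combined log2 fold change of -0.64 and H2 type VI secretion one of -0.20.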

How the results depend on the processing

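The likelihood ratio tests and the settings with the authors' genes or p-values were chosen after the data were seen; all other settings were planned. The direction of every named gene that was called held in every setting, while of its 69 calls the exact test kept 69, the 12-library fit 53, glmTreat 26 and the settings without 1 Exp2 WT replicate 12 to 22 of 33. With the RLE or upper quartile factors, no filter or 10 counts, no count moved by over 1.5 times. Of the other settings, the cause of each change was not tested. Same-numbered libraries do not come from a known pair (their deviations had r from 0.0152 to 0.225, and 10 of 12 libraries correlated best with their own number); with the replicate block, Exp2 had 318 calls, both experiments 61, and 58 in the same direction. DESeq2 gave 280 in Exp2. The exact test gave 302 in Exp2, 57 in both, 56 in the same direction and 2 next to modified motifs; it cannot take the experiment as a covariate and was not run on the combined fit. glmTreat gave 15 in Exp1, 32 in Exp2, 6 in both (6 in the same direction), 0 next to motifs and 20 combined. With no fold limit, Exp1 had 311 and the combined fit 158 genes; with a fold change over 2 the counts were 34, 77, 15, 15, 0 and 39 combined. The 12-library fit gave 46 in Exp1 and 292 in Exp2. The likelihood ratio test gave 308 in Exp2, 57, 56 and 2, on the authors' genes 314, 58, 57 and 2, and the authors' p-values 359, 67, 66 and 2. Of the lists, 5 passed with fry and 4 with the estimated correlation, against 12. For local transcription, by permutation tests, the mean gave 0.0039 in Exp1 (p = 0.915), of the opposite sign, and in Exp2 the 300 bp window gave -0.121 (p = 0.0454). Spearman's rho between the experiments was -0.00678, opposite to r. Leaving out 1 library gave 57 to 120 genes in Exp1 (57 without WT replicate 1, 57 without half-*parS*_25_ replicate 2, 58 without half-*parS*_25_ replicate 3), 41 to 222 in Exp2 (98, 41 and 58 without WT replicates 1, 2 and 3, 105 without half-*parS*_25_ replicate 3), 8 to 35 in both, 8 to 31 in the same direction (18, 8 and 12 without Exp2 WT replicates 1, 2 and 3), 0 to 1 next to motifs, 57 to 100 combined, 169 to 468 in the interaction, 11 to 14 lists, a zone difference of 0.0345 to 0.098, r of 0.0732 to 0.193, and local differences of -0.0409 to -0.00127 in Exp1 and -0.119 (permutation p = 0.0111, without half-*parS*_25_ replicate 3) to 0.000268 (without WT replicate 2) in Exp2. In simulated data, 42% of true fold changes of 1.5, the fold limit itself, were called in Exp1 and Exp2, and 90% and 84% of fold changes of 2; what depth alone limits was not tested.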

Differences from the paper's values

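The paper reports 67 genes differentially expressed in both experiments, and 30 were found here at the same thresholds, all of them among the authors' 67. The thresholds were the same but the test was not. The authors' deposited values come from edgeR's likelihood ratio test, and the 30 genes come from its quasi-likelihood test. With the likelihood ratio test in place of the quasi-likelihood test, the counts here gave 57 genes. Of the alternatives set before the data were examined, the replicate block (61 genes, 54 of the 67), the exact test (57, 54 of the 67) and no fold limit, which departs from the paper's thresholds (45, 30 of the 67), came within 1.5 times of the paper's number. The others did not: RLE 30, upper quartile 31, no filter 30, at least 10 counts in every library 29, each library left out 8 to 35, DESeq2 44, glmTreat 6, a fold change over 2 15, and the 12-library fit 25. Alternatives chosen after seeing the values gave 57 with the likelihood ratio test (13 of the paper's 67 genes dropped) and 58 with that test on the genes of the authors' tables (11 dropped). The authors' p-values over the genes kept here, also chosen after seeing the values, gave 67 (0 dropped). That setting is no separate test, since it takes the authors' own fold changes and p-values and only repeats the adjustment. In the combined fit, 61 of the paper's 67 genes were called here.

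The paper reports 2 genes with altered expression next to mutated half-*parS*s, and 1, *PA5127*, was called in both experiments here. Of the alternatives set before the data were examined, the exact test gave 2; every other one gave 1, or 0 (glmTreat, a fold change over 2, and each setting without 1 of the Exp2 WT replicates or Exp2 half-*parS*_25_ replicates 1 and 3). The likelihood ratio test, the same test on the authors' genes and the authors' p-values, chosen after seeing the values, gave 2 (0 of the paper's 2 dropped).

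The paper describes reduced expression of *PA4900*. Here its log2 fold changes were -0.65 and -0.62 with adjusted p of 0.099 and 0.0848 from edgeR's quasi-likelihood test, so the direction is that of the paper and the calls are not, while the combined fit called it. It was called in both experiments by the exact test (adjusted p = 0.0353 and 0.0308), and in Exp2 by the 12-library fit (adjusted p = 0.0395). The likelihood ratio test (adjusted p = 0.0401 and 0.025), the same test on the authors' genes (adjusted p = 0.0339 and 0.0189) and the authors' p-values (adjusted p = 0.0495 and 0.00302), chosen after seeing the values, called it in both.

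The paper lists the regulators PA3458 and DdaR (PA1196) among the genes with changed expression. Here they were called in Exp1 and in the combined fit, but not in Exp2 (adjusted p = 0.193 and 0.164 from edgeR's quasi-likelihood test), with the same direction as in Exp1. In Exp2 both were called with the replicate block (adjusted p = 0.00411 and 0.00142, edgeR). The 12-library fit called *PA1196* in Exp2 (adjusted p = 0.0405, edgeR), but this fit kept 46 of the 106 calls of Exp1. Both were also called in Exp2 with the authors' p-values, chosen after seeing the values (adjusted p = 0.00482 and 0.0116). The other regulators that the paper names among the changed genes, PA3973 and BexR (PA2432), were called in both experiments here.

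The discussion of the paper describes the shared genes as upregulated. Here 28 of the 30 shared genes were higher in both experiments, 1 was lower in both and 1 went in opposite directions; in the authors' deposited tables, 60 of the 67 were higher, 6 lower and 1 opposite.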

Other observations

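In this part, the tests of a gradient from the origin, of the circular shift and of the regroupings for the numbers of genes called in Exp1 and Exp2 were chosen after the results were seen.

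In Exp1, genes of chaperones and proteases rose: 9 of 14 were called, all higher in half-*parS*_25_ (9 also when adjusted over the list alone), with a median log2 fold change of 0.66 (camera, adjusted p over 25 lists = 1.97e-15, and 0.243 with an estimated correlation). Among them, *dnaK* rose by 0.79, *clpB*, which resolves protein aggregates, by 0.79, *hslU* by 0.90 and *htpG* by 0.75. In Exp2 none of the 14 was called, with a median of -0.03 (adjusted p = 0.463). In Exp2, several other genes rose: *PA0529*, encoding a MOSC domain protein, by 2.43 (standard error 0.32, adjusted p = 0.00673 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), the flavohemoprotein gene *fhp*, whose product removes nitric oxide, by 1.74 (standard error 0.23, adjusted p = 0.00643 from the same test) and the efflux pump gene *mexC* by 2.25 (standard error 0.45, adjusted p = 0.0311 from the same test) together with its repressor gene *nfxB* (*PA4600*) by 0.90. In the same experiment *PA5024*, encoding a TauE/SafE family sulfite exporter, fell from 137 ± 38.7 to 24.5 ± 5.65 CPM (log2 fold change -2.48 (standard error 0.25, adjusted p = 0.00406 from the same test)), and its interaction with the experiment passed the test (adjusted p = 0.00159). *PA3931*, encoding a substrate-binding protein of an ABC transporter, fell by 2.21 and *PA3446*, encoding an FMN reductase, by 2.23. In Exp1 *PA2698*, a hydrolase gene near *PA2696*, rose by 1.71 (standard error 0.14, adjusted p = 0.000103 from the same test), and its value in Exp2 was 0.85 (standard error 0.21, adjusted p = 0.0643 from the same test), which 8 of 20 alternatives called, 3 of these 8 chosen after the data had been seen. The Exp2 call of *nfxB* was lost without any 1 of the WT replicates (adjusted p from 0.0884 to 0.099) or half-*parS*_25_ replicate 3 (adjusted p = 0.0706, edgeR). That of *mexC* was lost without WT replicate 1 (adjusted p = 0.0868), 2 (adjusted p = 0.132) or 3 (adjusted p = 0.0844) or half-*parS*_25_ replicate 2 (adjusted p = 0.0634) or 3 (adjusted p = 0.0881), and that of *PA3446* without WT replicate 2 (adjusted p = 0.0898) or 3 (adjusted p = 0.0697) or half-*parS*_25_ replicate 3 (adjusted p = 0.0696, edgeR).

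The WT cultures of the experiments differed in 443 of 5917 genes. In Exp2 WT, all 39 type III secretion genes had lower levels than in Exp1 WT (median log2 difference -0.85), as had the 10 genes of *PA3326* to *PA3335* (-1.33), 23 of 25 quorum sensing genes (-0.48) and 14 of 17 phenazine genes (-0.47), while chaperone genes had a median of 0.55. Here the experiment and the culture cannot be separated, and no cause was tested.

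Lists that did not pass in the combined fit had these median log2 fold changes: pyoverdine 0.09 (camera adjusted p = 0.281), pyochelin 0.08 (0.0815), type III secretion -0.05 (0.158), H3 type VI secretion -0.22 (0.0607), flagellum 0.02 (0.672), type IV pili -0.01 (0.734), oxidative stress 0.01 (0.569), SOS response -0.06 (0.431), R and F pyocins 0.02 (0.699), Pf4 prophage -0.10 (0.4), alkaline protease -0.10 (0.096) and RND efflux pumps 0.03 (0.622). In these lists, *bfrB* and 1 gene of the RND efflux pumps were called in the combined fit, and 1 gene of H3 type VI secretion, 1 of oxidative stress and 2 of the RND efflux pumps passed when adjusted over the list alone.

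The shared genes may lie nearer to modified motifs than other genes: a median distance as small as 70945 bp had a one-sided permutation p of 0.0493 when genes were drawn one by one. With neighbouring genes kept together, permutation by 5750 circular shifts gave p = 0.130, which leaves the hypothesis open. A different gene dosage between origin and terminus in half-*parS*_25_ would give a trend with the distance from the start of the genome; Spearman's rho was -0.0429 (permutation by circular shifts of 5766 genes, p = 0.309), which does not settle it.

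Regroupings of the libraries within each experiment were compared with the real groups. With 3 libraries against 3, there are 10 splits, too few for a share under 0.05: the real split called 106 genes in Exp1 and 166 in Exp2, and the highest of the others 0 in both; for the local difference the real values were -0.0156 and -0.0301, 5 of the 10 splits in each experiment gave one as large, and the highest of the others were 0.0383 and 0.105. Over 100 regroupings of both experiments, with the real one counted among them, no other called as many genes in the combined fit (82, highest other 33). The 33 came from reversed labels of Exp2, which still follow the strains. Regroupings that follow the strains in neither experiment called 0. This argues against chance for the number of genes as a whole and says nothing about single genes. The regroupings cannot judge the genes called in both (30, 2 regroupings as large) or those in the same direction (29, highest other 1). For the genes called in both, the highest other, 30, reverses the labels of Exp2. Every other split of an experiment called 0 genes, so the overlap was 0 in advance unless both experiments followed the strains. For the genes next to modified motifs (1, highest other 1, 2 regroupings as large) nothing follows, since the regroupings that follow the strains in neither experiment called 0 genes in both experiments anywhere in the genome. For the zone around the origin, 4 regroupings gave a difference as large as 0.0704 (highest other 0.0806), and as its own test did not pass, no difference of the zone is claimed. Chance is not excluded for the number of lists (12, highest other 13, in 9 regroupings) and the correlation between the experiments (0.129, highest other 0.310, in 12 regroupings).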
